# The Nuclear Receptor Seven Up Regulates Genes Involved in Immunity and Xenobiotic Response in the Adult *Drosophila* Female Fat Body

**DOI:** 10.1534/g3.120.401745

**Published:** 2020-10-21

**Authors:** Lesley N. Weaver, Daniela Drummond-Barbosa

**Keywords:** *Drosophila*, fat body, Seven up, oogenesis, xenobiotics, immunity

## Abstract

The physiology of organisms depends on inter-organ communication in response to changes in the environment. Nuclear receptors are broadly expressed transcription factors that respond to circulating molecules to control many biological processes, including immunity, detoxification, and reproduction. Although the tissue-intrinsic roles of nuclear receptors in reproduction have been extensively studied, there is increasing evidence that nuclear receptor signaling in peripheral tissues can also influence oogenesis. We previously showed that the *Drosophila* nuclear receptor Seven up (Svp) is required in the adult fat body to regulate distinct steps of oogenesis; however, the relevant downstream targets of Svp remain unknown. Here, we took an RNA sequencing approach to identify candidate Svp targets specifically in the adult female fat body that might mediate this response. *svp* knockdown in the adult female fat body significantly downregulated immune genes involved in the first line of pathogen defense, suggesting a role for Svp in stimulating early immunity. In addition, we found that Svp transcriptionally regulates genes involved in each step of the xenobiotic detoxification response. Based on these findings, we propose a testable model in which Svp functions in the adult female fat body to stimulate early defense against pathogens and facilitate detoxification as part of its mechanisms to promote oogenesis.

Nuclear receptors are evolutionarily conserved systemic physiology sensors that act as transcriptional regulators throughout the body to control a diverse array of biological processes, including female reproduction (Mouzat *et al.* 2013; Mazaira *et al.* 2018). For example, Estrogen Receptor global knockout results in elevated steroid synthesis, reducing the number of growing follicles and preventing meiotic oocyte progression (Lubahn *et al.* 1993; Liu *et al.* 2017). Global knockout of Liver X Receptors disrupts meiosis resumption and reduces mammalian fertility (Mouzat *et al.* 2013), whereas COUP-TFs are required in the mammalian uterine muscle for placenta formation and embryo implantation (Petit *et al.* 2007; Zheng *et al.* 2010). However, how nuclear receptor function in specific peripheral tissues influences oogenesis in adult females is understudied.

The *Drosophila* ovary is an ideal model to investigate how nuclear receptor action in peripheral tissues remotely influences oogenesis. The *Drosophila* ovary is composed of 16-20 ovarioles, and each ovariole has an anterior germarium followed by chronologically arranged developing follicles. Each germarium houses two to three germline stem cells (GSCs) in a specialized niche, and GSCs divide asymmetrically to self-renew and produce a cystoblast that undergoes four incomplete mitotic divisions to form a 16-cell cyst (one oocyte plus 15 supporting nurse cells). Follicle cells surround the 16-cell cyst to form a follicle that buds from the germarium and develops through 14 stages of oogenesis to form a mature oocyte (Figure 1A,B) (Greenspan *et al.* 2015; Laws and Drummond-Barbosa 2017). Many steps of oogenesis, including maintenance of GSCs, early germline cyst survival, vitellogenesis (*i.e.*, yolk uptake), and ovulation, are highly sensitive to physiological inputs (Drummond-Barbosa 2019). Notably, each of these processes has been shown to be controlled by nuclear receptors [reviewed in (Ables and Drummond-Barbosa 2017; Laws and Drummond-Barbosa 2017)].

**Figure 1:**
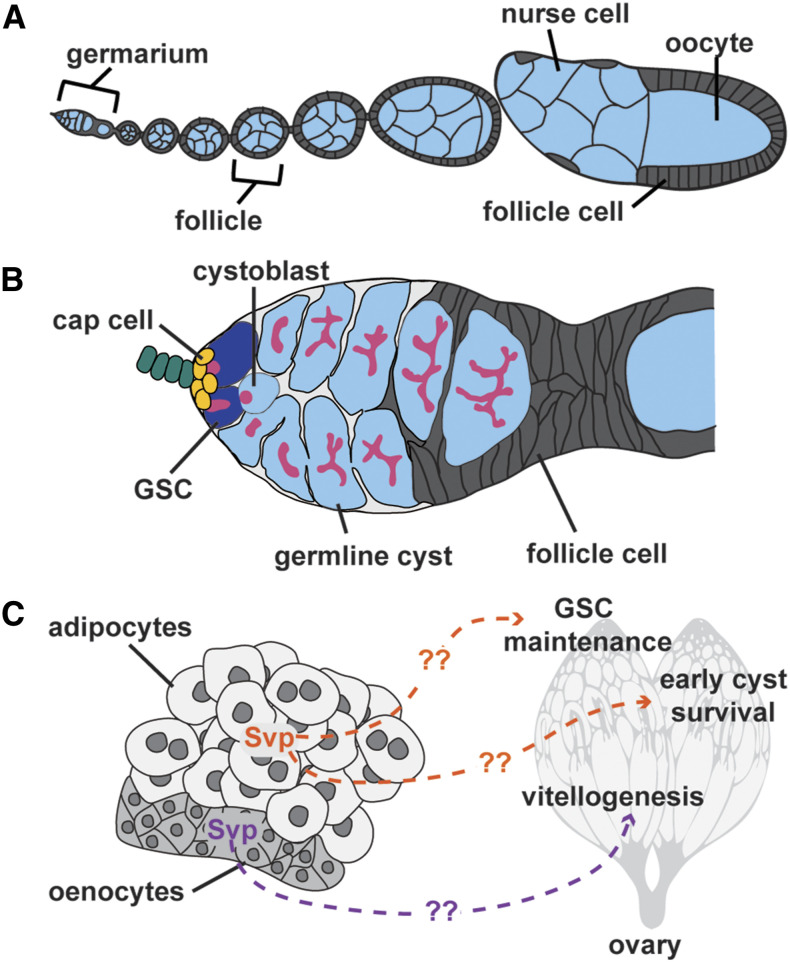
Svp functions through unknown downstream targets in the adult female fat body to regulate oogenesis. (A) *Drosophila* ovariole showing an anterior germarium followed by progressively older follicles. Each follicle represents a 16-cell germline cyst (one oocyte and 15 supporting nurse cells; light blue) surrounded by follicle cells (gray). (B) Germarium showing 2-3 germline stem cells (GSCs; dark blue) in a niche composed of somatic cells, including cap cells (yellow). GSCs give rise to cystoblasts that divide to form 16-cell cysts. Germline cysts are surrounded by follicle cells (gray) to bud from the germarium as a new follicle. (C) Svp is required specifically in adult female adipocytes to promote GSC maintenance and early germline cyst survival, and in oenocytes for survival of vitellogenic follicles.

Nuclear receptors have been shown to control *Drosophila* oogenesis through intrinsic and extrinsic mechanisms (Ables and Drummond-Barbosa 2017). The best characterized *Drosophila* nuclear receptor, EcR (FBgn0000546, FXR/LXR homolog), is required in ovarian cell types for regulation of GSC maintenance, early germline cyst survival and development, oocyte meiosis entry, and lipid uptake in later follicles (Ables and Drummond-Barbosa 2010; König *et al.* 2011; Morris and Spradling 2012; Sieber and Spradling 2015). E78 (FBgn0004865, potential PPAR homolog) is required for follicle development/survival (Ables and Drummond-Barbosa 2010), E75 (FBgn0000568, potential REV-ERB homolog) is cell autonomously required for vitellogenesis (Buszczak *et al.* 1999; Ables and Drummond-Barbosa 2010), and HR39 (FBgn0261239, LRH1 homolog) and Ftz-F1 (FBgn0001078, SF1 homolog) are required for ovulation (Sun and Spradling 2013; Knapp *et al.* 2020). In addition to having these ovary-intrinsic roles, nuclear receptors can also function in peripheral tissues to control oogenesis, as recent studies show (Sieber and Spradling 2015; Weaver and Drummond-Barbosa 2019). For example, EcR is required in the central nervous system to regulate female feeding behavior and thereby support egg production (Sieber and Spradling 2015). More recently, we showed that the nuclear receptor Svp is required in adult female adipocytes and hepatocyte-like oenocytes (collectively referred to as the fat body herein) to regulate distinct steps of oogenesis (Weaver and Drummond-Barbosa 2019). Specifically, Svp (FBgn0003651) is required in adipocytes to control GSC maintenance and early germline cyst survival, whereas Svp is required in oenocytes for survival of vitellogenic follicles (Figure 1C) (Weaver and Drummond-Barbosa 2019). However, the mechanisms underlying how nuclear receptor activity in peripheral tissues regulates oogenesis are not well understood.

The *Drosophila* fat body is a major endocrine organ with energy-intensive metabolic and immune roles (Arrese and Soulages 2010), raising many possibilities as to how Svp activity in adipocytes and oenocytes might remotely control oogenesis. Multiple studies have explored the nutrient sensing and metabolic roles of the fat body in regulating larval growth (Colombani *et al.* 2003; Hennig *et al.* 2006), in mobilizing lipids in response to starvation (Chatterjee *et al.* 2014), in controlling lifespan (Giannakou *et al.* 2004; Hwangbo *et al.* 2004), and in reproduction (Armstrong *et al.* 2014; Matsuoka *et al.* 2017; Armstrong and Drummond-Barbosa 2018). The function of the fat body as a major immune-responsive tissue has also been characterized (Lemaitre and Hoffmann 2007). In response to infection, the fat body activates nuclear factor-κB (NF-κB) signaling to produce and secrete antimicrobial peptides (AMPs) into the hemolymph (Lemaitre and Hoffmann 2007; Buchon *et al.* 2014; Roth *et al.* 2018; Suzawa *et al.* 2019). There is also evidence that the fat body acts as a detoxification tissue based on the expression of members of the Cytochrome P450 (Cyp450) superfamily of monooxygenases, which are enzymes involved in metabolizing foreign substances and drugs (Feyereisen 1999; Chung *et al.* 2009) and implicated in resistance to insecticides (Terhzaz *et al.* 2015). In this study, we used transcriptomics to identify candidate target genes downstream of Svp in the adult female fat body and generate hypotheses for future investigation into the molecular mechanisms underlying Svp control of oogenesis. Specifically, we took an RNA sequencing approach to compare the transcriptome of fat bodies from adult females with *svp* RNAi knockdown to that of control RNAi female fat bodies. We found that *svp* knockdown significantly reduces the expression levels of genes involved in the first line of defense against pathogens. In addition, Svp targets are significantly enriched for genes involved in xenobiotic detoxification responses. We propose a model according to which Svp normally functions in the adult female fat body to stimulate early immunity (and prevent later activation of the immune deficiency pathway) and to neutralize toxic compounds to facilitate their elimination from the body, thereby promoting optimal conditions for oogenesis.

## Materials And Methods

### Drosophila strains and culture conditions

*Drosophila* strains and cultures were maintained on medium containing 58 g/ml molasses, 46.5 g/ml yellow cornmeal, 4.7 g/ml agar, 17.4 g/ml active dry yeast, 0.1% tegosept, and 7.25 mM Propionic Acid at 22-25°. The previously described Gal4 lines, adipocyte-specific *3.1Lsp2-Gal4* (Lazareva *et al.* 2007; Armstrong *et al.* 2014) and *PromE800-Gal4* (Billeter *et al.* 2009; Weaver and Drummond-Barbosa 2019), along with the previously described temperature-sensitive *tub-Gal80^ts^* transgene (Mcguire *et al.* 2003), were recombined by standard crosses to generate the *PromE800-Gal4 tubGal80^ts^; 3.1Lsp2-Gal4* double driver specifically targeting both oenocytes and adipocytes with temporal control. *UAS-Luc^JF01355^* (Matsuoka *et al.* 2017) was obtained from the Bloomington *Drosophila* Stock Center and *UAS-svp*^*GD1546*^ was obtained from the Vienna *Drosophila* Resource Center (VDRC). Balancer chromosomes and other genetic elements are described in Flybase (www.flybase.org).

### Tissue-specific RNAi

Females of genotypes *y w; PromE800-Gal4 tubGal80^ts^; 3.1Lsp2-Gal4/UAS-hairpin* (for adult fat body-specific RNAi) were raised at 18° [the permissive temperature for Gal80^ts^ (Mcguire *et al.* 2003)] to prevent RNAi induction during development. Zero- to 2-day-old females were maintained at 18° for 3 days with *y w* males, and then switched to 29° (the restrictive temperature for Gal80^ts^) for 5 days to induce RNAi in the adult fat body (*i.e.*, in both adipocytes and oenocytes). We chose this time point of *svp* RNAi in part because knockdown of *svp* specifically in adult oenocytes decreases egg production after 5 days (Weaver and Drummond-Barbosa 2019). We also note that, although reduced GSC numbers are only observed after 7-10 days of *svp* knockdown (Weaver and Drummond-Barbosa 2019), any changes in gene expression resulting from decreased Svp activity that could be causally involved in the increased rate of GSC loss would necessarily precede any observable decrease in GSC numbers. *UAS-Luc^JF01355^* was used as an RNAi control. For all conditions, medium was supplemented with wet yeast paste.

### RNA isolation

Abdominal carcasses from 100 females of each genotype were dissected in Grace’s medium supplemented with 10% fetal bovine serum (FBS; Sigma). Fat body cells were dissociated from abdominal carcasses with 500 µl dissociation buffer [0.5% Trypsin (Sigma) plus 1 mg/ml collagenase (Sigma) in 1x PBS] per 50 carcasses for 30 min at room temperature. Samples were gently agitated every 5 min to facilitate separation of cells from the cuticle. 500 µl of Grace’s media plus 10% FBS was added to stop the enzymatic reaction and supernatants were placed in new tubes. Carcasses were rinsed with Grace’s medium plus 10% FBS and the two supernatants per genotype were combined. Dissociated cells were centrifuged at 3.3 rpm for 5 min at room temperature. Supernatants were removed and cells were immediately lysed in 250 µl lysis buffer from the RNAqueous-4PCR DNA-free RNA isolation for RT-PCR kit (Ambion). RNA was extracted from all samples following the manufacturer’s instructions. Three independent experiments were performed for RNA sequencing and RT-qPCR analysis.

### RT-qPCR

RNA from abdominal carcasses was extracted as described above. cDNA was synthesized from 500 ng of total RNA for each sample using Supercript II Reverse Transcriptase (ThermoFisher) according to the manufacturer’s instructions. Table S1 lists all primers used in this study. PowerUp SYBR Green Master Mix (ThermoFisher) was used for quantitative PCR. The reactions for three independent biological replicates were performed in triplicate using LightCycler 96 (Roche). Amplification fluorescence threshold was determined by LightCycler 96 software, and ΔΔCT were calculated using Microsoft Excel. *Rp49* transcript levels were used as a reference. Fold change of transcript levels were calculated using the equation 2^-ΔΔCt^ (Microsoft Excel).

### RNA sequencing and data analysis

cDNA library construction, Illumina sequencing, and differential expression analysis was performed by Novogene Bioinformatics Technology Co., Ltd (Beijing, China). The cDNA libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs) according to the manufacturer’s instructions. The cDNA library for each sample was quality assessed using an Agilent Bioanalyzer 2100, and library preparations were sequenced on a NovaSeq6000 platform with PE150 read lengths.

Reads obtained from sequencing were aligned to the *D. melanogaster* reference genome using the TopHat read alignment tool (Trapnell *et al.* 2009) for each of the sequencing datasets. The reference sequences were downloaded from the Ensembl project website (useast.ensembl.org). TopHat alignments were used to generate read counts for each gene using HTSeq (Anders *et al.* 2015), which were subsequently used to generate the differential expression results using the DESeq2 R package (Anders *et al.* 2015). Gene ontology (GO) enrichment of differentially expressed genes was analyzed by the clusterProfiler R package (Yu *et al.* 2012). Enriched genes with a corrected *P* value of less than 0.05 were considered significant.

### Data availability

*Drosophila* strains are available upon request. The data and analyses in this paper are described in the main figures. The raw data and processed data files are available through the NCBI GEO accession number GSE159703 and are also provided as supplemental tables. Supplemental material available at figshare: https://doi.org/10.25387/g3.13122728.

## Results And Discussion

### Expression levels of 132 transcripts are altered when svp is knocked down in the fat body

We previously showed that Svp is required in the adult female fat body to regulate distinct aspects of oogenesis (Weaver and Drummond-Barbosa 2019); however, the downstream factors mediating those effects are unknown. To identify downstream targets of Svp in the adult female fat body, we performed RNA sequencing analysis of fat bodies from fat body-specific *Luc* control RNAi and *svp* RNAi females (Figure 2A). 

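The authors prepared poly(A)-enriched RNA from fat body cells of adult female abdomens, as 3 libraries from *Luc* control RNAi females and 3 libraries from *svp* RNAi females, each after 5 days of RNAi. RNAi against *Luc*, which encodes a firefly luciferase, served as the control according to the paper, whereas the sample labels give the genotype of the control libraries as wild type. Control libraries were matched to *Luc* control RNAi by name and number. The authors aligned the reads with TopHat, counted them on genes with HTSeq, and deposited these counts without normalization together with FPKM values made from them. Genes are listed by FlyBase identifier, with coordinates on BDGP6. Between 15648948 and 19476599 fragments per library were counted on genes, with a median of 17608734 in the *Luc* control RNAi libraries and 16722107 in the libraries labelled *svp* RNAi. A count of 0 allows up to 3 counts, which corresponds to between 0.128 and 0.215 CPM depending on the library, a limit that covers counting error only. CPM values below are counts relative to library totals scaled by edgeR's TMM method, and log2 fold changes compare the libraries labelled *svp* RNAi with the *Luc* control RNAi libraries. Differential expression was tested with edgeR's quasi-likelihood test on the 9277 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment. Counts were also simulated with the dispersion that edgeR fitted to these libraries as a trend over expression level. They held no gene-specific dispersion and no variation shared between genes. On these counts the same test called 155 of 200 genes with a true log2 fold change of 2 in size, and 9 unchanged genes. In the real libraries the share of changed genes found may be lower. The first principal component of log2 CPM held 53.7% of the variance and did not separate the groups, whereas the second held 23.6% and separated them.

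**Figure D1:**
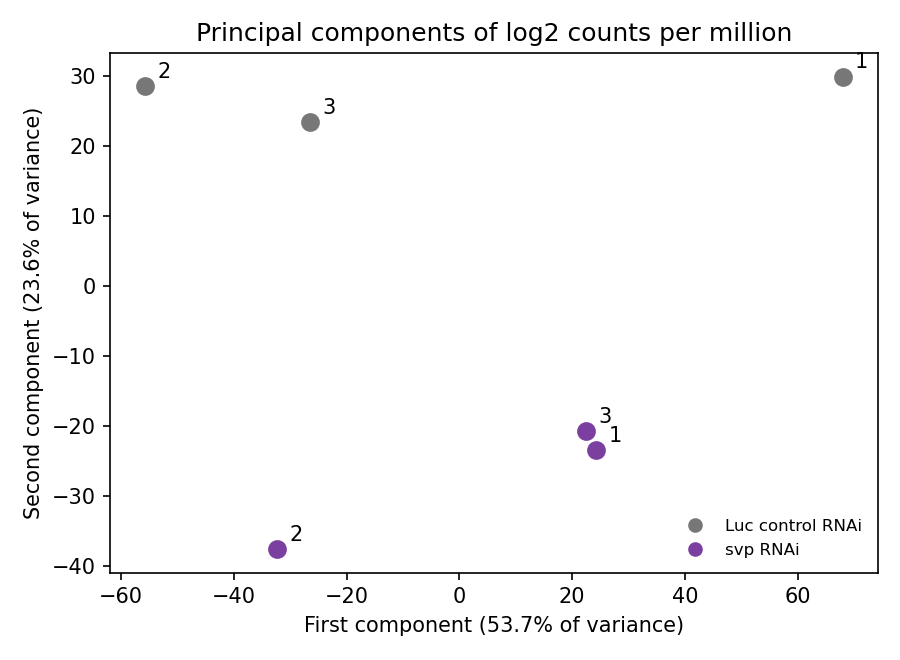
Scores of the 6 libraries on the first and second principal components of log2 CPM, with each point numbered by its replicate. The 3 *Luc* control RNAi libraries (gray) lie above the 3 libraries labelled *svp* RNAi (purple) on the second component, and both groups spread along the first.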

We knocked down *svp* in the entire fat body of adult females for 5 days, using the combined adipocyte-specific *3.1Lsp2-Gal4* (Lazareva *et al.* 2007; Armstrong *et al.* 2014) and oenocyte-specific *PromE800-Gal4* (Billeter *et al.* 2009; Weaver and Drummond-Barbosa 2019) drivers with *tub-Gal80^ts^* (Mcguire *et al.* 2003), prior to fat body dissections and RNA sequencing performed in triplicate. 

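In the RNA sequencing libraries, *svp* (FBgn0003651; chromosome 3R from 12258737 to 12302785) had 678, 1141 and 1168 counts in the *Luc* control RNAi libraries and 1480, 1214 and 1421 counts in the libraries labelled *svp* RNAi. Its CPM was 61.7 ± 28.5 (SD, n = 3) in the controls and 78.8 ± 10.4 (SD, n = 3) in the libraries labelled *svp* RNAi. The log2 fold change of *svp* was 0.35 (standard error 0.39, edgeR adjusted p = 1.00), and it ranged from 0.04 without *Luc* control RNAi replicate 1 to 0.57 without *Luc* control RNAi replicate 3 across the 6 fits that each left out one library. Mean FPKM of *svp* was 16.2 ± 4.11 (SD, n = 3) in the controls and 22.7 ± 1.37 (SD, n = 3) in the libraries labelled *svp* RNAi (exact two-sided permutation test, p = 0.100, the smallest p that 3 libraries against 3 allow). A lower level of the transcript was therefore not measured in the libraries that carry the *svp* RNAi label. With a standard error of 0.39, a decrease as modest as that in the paper's RT-qPCR is not excluded. Each direction given below is a difference between the labelled groups. The neighboring transcript *CR44039* (FBgn0264831; chromosome 3R from 12268784 to 12270223), which lies within the *svp* locus, had 18, 73 and 129 counts in the controls and 506, 523 and 720 counts in the libraries labelled *svp* RNAi.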

RT-qPCR analysis showed that *svp* transcript levels were significantly decreased by 21% in *svp* knockdown relative to control fat bodies (Figure 2B). [We note that this modest knockdown is sufficient to cause significant changes in oogenesis (Weaver and Drummond-Barbosa 2019), consistent with physiological regulators being highly sensitive to environmental and physiological fluctuations. In fact, we previously showed that similarly modest changes in the levels of single amino acid transporters in adipocytes also lead to increased GSC loss (Armstrong *et al.* 2014)]. 

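As a share of the reads that Table 1 lists as mapped, between 89.1% and 91.8% per library were counted on genes, with each counted fragment taken as 2 reads. Table 1 lists more mapped reads than reads for *svp* RNAi replicate 1 and gives the same number of reads for different libraries, so these shares rest on its numbers of mapped reads alone. The 10 genes with the most counts took between 22.9% of all counts, in *Luc* control RNAi replicate 1, and 37.3%, in *Luc* control RNAi replicate 2. The TMM scaling factors ranged from 0.824 to 1.39.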

RNA sequencing produced an average of 38,389,394 reads across the six sequencing libraries, ranging from 35.1 to 43.3 million reads per sample (Table 1), of which an average of 96% were mapped to the *Drosophila melanogaster* genome. 

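At least 1 count in any of the 6 libraries was found for 13475 of the 17558 genes that the authors' annotation lists. Of these detected genes, 11902 (88.3%) are annotated as protein-coding. The number moved most when a mean FPKM of at least 1 was required, which left 8537 genes, 96.6% of them protein-coding. A count of at least 1 in every library was found for 9895 genes.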

Based on the analysis of those reads, over 16,000 transcripts were identified in the adult female fat body, with the majority (81%) representing protein-coding genes (Figure 2C; Table S2). In addition to protein-coding genes, our RNA sequencing analysis also identified transcripts for mitochondrial genes, long non-coding RNAs (lncRNAs), small nucleolar RNAs (snoRNAs), microRNAs (miRNAs), and additional RNA subtypes (Figure 2C). 

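Among the detected genes, 1102 are annotated as lincRNA, 183 as snoRNA, 137 as pseudogene, 68 as tRNA, 44 as pre-miRNA, 21 as snRNA and 18 as rRNA. Genes annotated as protein-coding took 98.3% of all counts, rRNA genes 1.43% and lincRNA genes 0.198%. Of the 37 genes of the mitochondrial genome, 21 were detected, and these took between 10.5% and 25.5% of the counts of a library. In every library, 342 lincRNA genes and 5 pre-miRNA genes had at least 1 count.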

Our samples were enriched for mRNAs using oligo(dT) beads for poly(A) selection; however, this method does not completely eliminate non-coding RNAs, especially those containing poly(A) tails (Cai *et al.* 2004; Wilhelm *et al.* 2008; Cabili *et al.* 2011). Comparison of the identified protein-coding genes with our previous iTRAQ adult female fat body proteomic data (Matsuoka *et al.* 2017) revealed almost 2,000 common genes between the two datasets (Figure 2D; Table S3), representing ∼75% of the total proteins we identified by iTRAQ (Matsuoka *et al.* 2017). These results suggest that our transcriptomic and proteomic approaches reproducibly identified many of the genes expressed in the adult female fat body.

**Figure 2:**
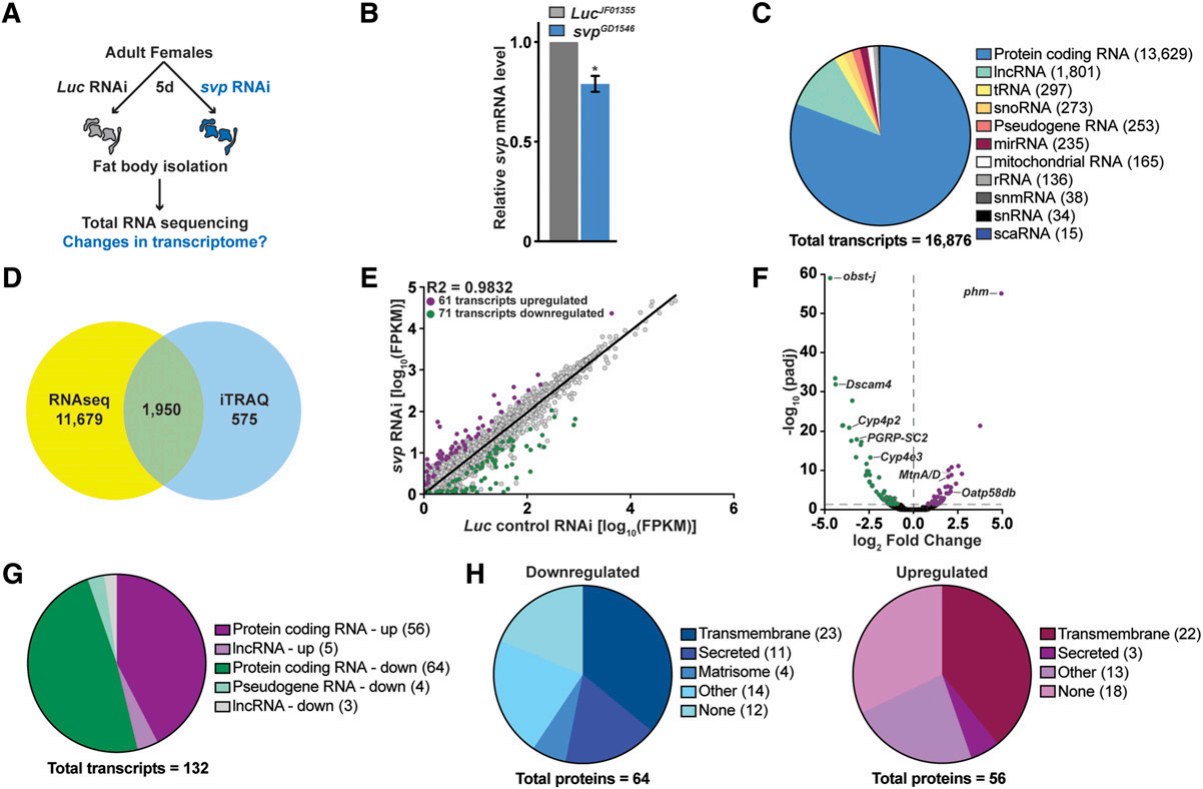
*svp* knockdown in the adult female fat body differentially regulates 132 genes. (A) Schematic of *svp* RNAi and RNA isolation in adult females. (B) RT-qPCR analysis of *svp* from fat bodies of females at five days of fat body *Luc* control or *svp* RNAi showing the mean±SEM. *P <0.05. (C) Pie chart showing the types of transcripts identified in the adult female fat body by RNA sequencing. (D) Venn diagram comparing the number of genes identified by RNA sequencing to the number of genes identified by iTRAQ proteomic analysis (Matsuoka *et al.* 2017) in adult female fat bodies. (E) Scatter plot of normalized transcript abundance in FPKM (fragments per kilobase of transcript per million mapped reads) of control vs *svp* knockdown fat bodies. Significantly upregulated genes, purple; significantly downregulated genes, green; unchanged, gray. (F) Volcano plot of differentially expressed genes graphing the statistical significance [-log_10_(padj)] against the magnitude of differential expression (log_2_ Fold Change). The horizontal dotted line represents *P*=0.05, such that all points above that line are considered statistically significant. (G) Classification of genes corresponding to significantly changed transcript levels in *svp* RNAi compared to control RNAi. (H) Pie charts of protein-coding gene classifications based on GLAD analysis for significantly downregulated (blue) and upregulated (purple) genes.

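Across the 11982 genes with a mean FPKM above 0 in both groups, the squared Pearson correlation of log10 mean FPKM between the groups was 0.940. This is a correlation across genes, which are not independent replicates, and no test was made. The value moved most when all genes were used with log10(FPKM + 1), to 0.978. Between single libraries of different groups the squared correlation ranged from 0.831 to 0.920 over 9 pairs. It ranged from 0.815 to 0.929 over the 3 pairs of *Luc* control RNAi libraries and from 0.914 to 0.942 over the 3 pairs of libraries labelled *svp* RNAi.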

**Table 1:** Total number of mapped reads for each RNA sequencing library

Sample	# of Reads	# of Mapped Reads	% Mapped
*Luc* control, Rep 1	38,922,918	38,040,044	97.73%
*Luc* control, Rep 2	40,188,640	38,345,558	95.41%
*Luc* control, Rep 3	41,454,476	39,698,160	95.76%
*svp* RNAi, Rep 1	41,454,476	43,317,932	96.71%
*svp* RNAi, Rep 2	36,380,868	35,132,654	96.57%
*svp* RNAi, Rep 3	38,922,918	37,253,098	95.71%

Differential expression analysis identified 132 genes with significantly altered transcript levels between the *Luc* control RNAi and *svp* RNAi groups (Figure 2E,F). Of those genes, 71 were downregulated (indicating genes normally positively regulated by Svp; Table S4), whereas 61 genes were significantly upregulated (indicating genes normally negatively regulated by Svp; Table S5). 

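In edgeR's test, 9 genes had an adjusted p under 0.05, of which 4 had an adjusted p under 0.01, and 463 genes had an unadjusted p under 0.05. Among the alternatives set in advance the number moved most with DESeq2, the tool that the paper names, which called 146 of 11875 genes, and DESeq2 with shrunken fold changes called 134. The 9 genes were also called by both DESeq2 fits. A fit chosen after seeing the data, limma voom with sample quality weights, called 604 genes. Leaving out *Luc* control RNAi replicate 1 raised edgeR's number to 61, and leaving out any other library gave between 3 and 5 genes. *Dscam4*, *obst-j* and *phm* were called in each of the 6 fits that left out one library. CPM did not overlap between the groups for 865 genes (9.32%), where chance alone gives 10%.

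**Figure D2:**
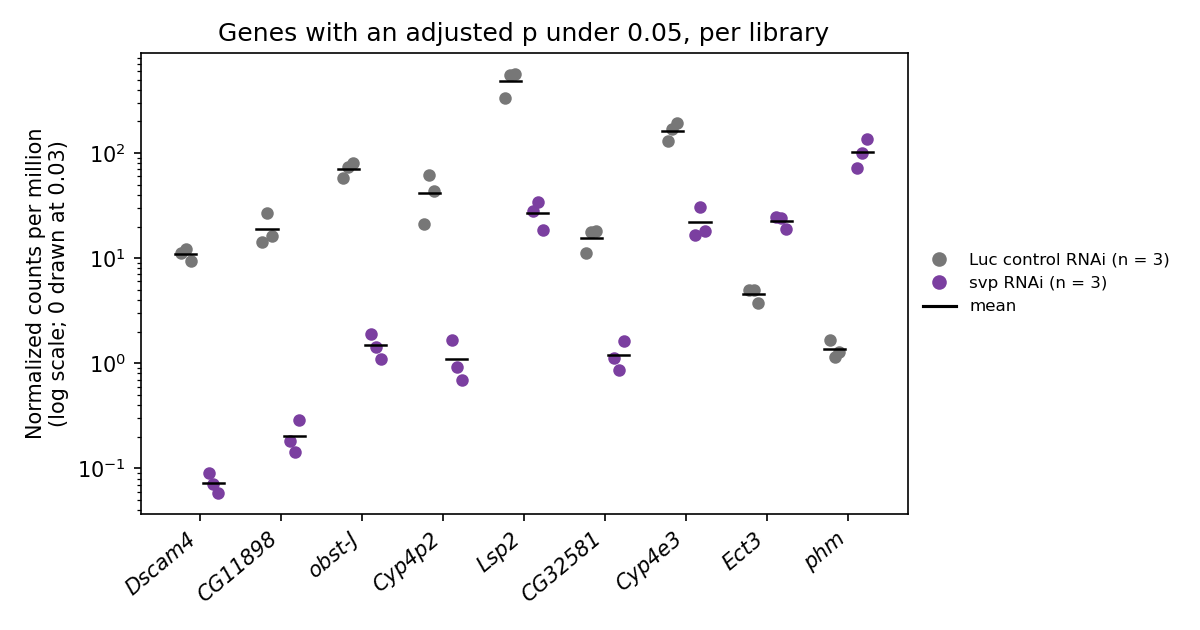
CPM (log scale) of the 9 genes with an edgeR adjusted p under 0.05, with 1 point per library (n = 3 per group) and a line at each group's mean. For each gene shown, the points of the *Luc* control RNAi libraries (gray) and of the libraries labelled *svp* RNAi (purple) do not overlap.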

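Of the genes called by edgeR, 7 were lower and 2 were higher in the libraries labelled *svp* RNAi. DESeq2 placed 84 genes lower and 62 higher, and its fit with shrunken fold changes placed 73 lower and 61 higher. Without *Luc* control RNAi replicate 1, edgeR placed 45 lower and 16 higher. *CG11898* (FBgn0039645; chromosome 3R from 29165643 to 29171508) had 333, 394 and 242 counts in the controls and 4, 2 and 5 in the libraries labelled *svp* RNAi. *CG32581* (FBgn0052581; chromosome X from 15796908 to 15799162) had 263, 261 and 267 counts against 25, 12 and 28, and the pseudogene *CR44383* beside it was at least 10.7-fold lower. *Lsp2* (FBgn0002565; chromosome 3L from 12129393 to 12131869) had 7827, 8062 and 8361 counts against 626, 478 and 320. *Ect3* (FBgn0260746; chromosome 3R from 11999278 to 12003516) rose, with 116, 73 and 56 counts in the controls and 548, 336 and 324 in the libraries labelled *svp* RNAi. When one library was left out, *CG11898* was called without any of the 3 controls, with an adjusted p of 0.00265 without *Luc* control RNAi replicate 1, and missed the threshold without any of the 3 libraries labelled *svp* RNAi, with adjusted p up to 0.0959. *CG32581*, *Lsp2* and *Ect3* were called only without *Luc* control RNAi replicate 1, with adjusted p of 0.00603, 0.00266 and 0.0215, and their adjusted p in the other 5 fits reached 0.280, 0.209 and 0.280.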

Of the upregulated genes, 92% were protein-coding genes and the remainder were identified as lncRNAs (Figure 2G). In addition, analysis using the gene group resource GLAD (Hu *et al.* 2015) classified most upregulated genes as encoding proteins that are either transmembrane, secreted, part of the matrisome, or do not belong to a specific category (referred to as “None,” Figure 2H). 

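Both genes that edgeR called higher are annotated as protein-coding. In the DESeq2 fit with shrunken fold changes, 56 of the genes higher in the libraries labelled *svp* RNAi (91.8%) are protein-coding and the other 5 are lincRNA.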

A small subset of genes were singly classified as encoding mitochondrial proteins, serine proteases, phosphatases, or methyltransferases (Figure 2H; listed as “Other”). Interestingly, a small subset of downregulated genes was identified as encoding proteins that are part of the “matrisome,” which form or remodel the extracellular matrix (Davis *et al.* 2019) (Figure 2H). 

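The 7 genes that edgeR called lower in the libraries labelled *svp* RNAi are annotated as protein-coding. Among the genes that the DESeq2 fit with shrunken fold changes called lower, 66 (90.4%) are protein-coding, 3 are lincRNA and 4 are pseudogenes.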

The majority of downregulated genes were identified as protein-coding genes (Figure 2G), with most of those classified as encoding transmembrane or secreted proteins by GLAD analysis (Figure 2H). Similar to the case for upregulated genes, genes encoding serine proteases, kinases, and methyltransferases (referred to as “Other”) were also identified among downregulated genes (Figure 2H).

Multiple nuclear receptors have known roles in adipocytes in regulating lipid metabolism or controlling insulin secretion/sensitivity in mammals and *Drosophila* [reviewed in (King-Jones and Thummel 2005; Liu *et al.* 2015)]. For example, *HNF4A*-deficient mice are glucose intolerant and display impaired glucose-stimulated insulin secretion (Gupta *et al.* 2005), whereas mice heterozygous for the Svp homolog COUP-TFII have reduced adiposity and increased insulin sensitivity (Li *et al.* 2009). In *Drosophila*, *Hnf4* (FBgn0004914) is required for lipid mobilization and β-oxidation in response to starvation in larvae (Palanker *et al.* 2009), whereas loss of *svp* in the larval fat body impairs lipid turnover and insulin signaling (Musselman *et al.* 2018). Surprisingly, however, the list of genes with significantly altered expression in the *svp* RNAi fat body was not enriched for genes encoding metabolic proteins based on GLAD or Gene Ontology (GO) analysis. In fact, genes encoding members of the insulin signaling, acetyl-CoA production, or β-oxidation pathways were not differentially expressed in *svp* knockdown fat bodies compared to RNAi controls (Table S2). These results suggest that, in stark contrast to known roles of nuclear receptors in regulating metabolic processes (*e.g.*, HNF4, ERR, HR96) (Palanker *et al.* 2009; Sieber and Thummel 2009; Tennessen *et al.* 2011), Svp activity in the adult female fat body regulates genes that control other biological functions instead.

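Lists of pathway genes were tested as sets with camera, with its preset correlation of 0.01 between genes, over 20 lists. The 24 insulin signaling genes had a median log2 fold change of 0.09 (camera adjusted p = 0.441). For the 10 genes of acetyl-CoA production the median was 0.10 (camera adjusted p = 0.441), and for the 23 genes of β-oxidation it was 0.02 (camera adjusted p = 0.538). In these 3 lists, 0 genes had an adjusted p under 0.05 over all genes tested, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. DESeq2 called 0 of these genes as well. The alternative that moved these lists most was the fit without *Luc* control RNAi replicate 3, in which the medians were 0.28 for acetyl-CoA production (camera adjusted p = 0.0484) and 0.16 for β-oxidation (camera adjusted p = 0.0391). Without *svp* RNAi replicate 2 they were -0.00595 and -0.0529. The individual log2 fold changes ranged from -0.69 to 0.44 for insulin signaling, from -0.37 to 0.43 for acetyl-CoA production and from -0.55 to 0.93 for β-oxidation.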

### Svp induces genes involved in the early defense against microorganisms in the adult female fat body

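A fitted log2 fold change of at least 1.5 in either direction was found for each of the 9 genes that edgeR called. With DESeq2, 127 of the genes called passed this minimum, with shrunken fold changes 66 did, and with edgeR without *Luc* control RNAi replicate 1 53 did.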

To narrow down our list of candidate Svp targets, we first determined whether genes whose fat body expression levels were altered with a log2 fold change of at least ±1.5 when *svp* was knocked down in the adult female fat body belonged to common categories or pathways. Interestingly, we found that Svp positively regulates genes encoding proteins with roles in immunity, including those involved in particle recognition (*e.g.*, *PGRP-SC2*, FBgn0043575), melanization and clotting (*e.g.*, *y*, FBgn0004034), as well as anti-microbial peptides (*e.g.*, *Drsl4*, FBgn0052282) (Figure 3A). For example, three microbial recognition proteins, which recognize bacteria through pattern recognition receptors and act upstream of the Toll and immune deficiency (IMD) pathways (Lemaitre and Hoffmann 2007), were significantly downregulated when *svp* was knocked down in the adult female fat body (Figure 3A-C). 

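The 3 recognition genes of Figure 3A did not overlap between the groups in CPM. Of these genes, 1 had an edgeR adjusted p under 0.05 over all genes tested and 3 had one when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. DESeq2 called 3 of the 3.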

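*PGRP-SC2* (FBgn0043575; chromosome 2R from 8716950 to 8717695) had a CPM of 592 ± 271 (SD, n = 3) in the *Luc* control RNAi libraries and 31.1 ± 10.7 (SD, n = 3) in the libraries labelled *svp* RNAi. Its log2 fold change was -4.25 (standard error 0.49, edgeR adjusted p = 0.0523). The 6 fits that each left out one library gave log2 fold changes from -4.57 to -3.95, and edgeR's adjusted p was 0.00323 without *Luc* control RNAi replicate 1 and between 0.155 and 0.301 in the other 5 fits. DESeq2's adjusted p was 7.0e-19.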

Peptidoglycan recognition protein (PGRP-SC2), whose transcript was downregulated with a log2 fold change of -3.2 (*i.e.*, ∼9-fold) by *svp* RNAi (Figure 3A,B), is a secreted protein that scavenges bacteria in the hemolymph to prevent activation of the IMD pathway (Figure 3C) (Bischoff *et al.* 2006; Paredes *et al.* 2011). 

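*Dscam4* (FBgn0263219; chromosome 3L from 8238647 to 8282398) had 264, 181 and 139 counts in the *Luc* control RNAi libraries and 2, 1 and 1 counts in the libraries labelled *svp* RNAi. Because the latter lie within the limit that a count of 0 allows, only a lower bound can be given, and the transcript was at least 62.7-fold lower (edgeR adjusted p = 0.00224). The adjusted p stayed between 0.00265 and 0.0332 when each library was left out in turn.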

The immunoglobulin-superfamily receptor Down syndrome adhesion molecule 4 (Dscam4, FBgn0263219), whose transcript was downregulated with a log2 fold change of -4.4 by *svp* RNAi (Figure 3A,B), is a transmembrane protein required for phagocytic uptake of bacteria (Figure 3C) (Watson *et al.* 2005). *CG7763* (FBgn0040503) was downregulated with a log2 fold change of -2.6 (Figure 3A,B) and encodes a predicted member of the C-type lectin family, which has been implicated in recognition of lipopolysaccharide [a component of gram negative bacterial cell walls (Zhang *et al.* 2013)] (Figure 3C) (Theopold *et al.* 1999). 

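The CPM of *CG7763* (FBgn0040503; chromosome 2R from 11414510 to 11415462) was 15.2, 50.2 and 61.5 in the *Luc* control RNAi libraries and 2.90, 3.79 and 2.49 in the libraries labelled *svp* RNAi. The log2 fold change was -3.79 (standard error 0.56, edgeR adjusted p = 0.104), and DESeq2 gave an adjusted p of 9.3e-11. Without *Luc* control RNAi replicate 1, the lowest of the controls, edgeR's adjusted p was 0.00265.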

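For *Drsl4* (FBgn0052282; chromosome 3L from 3315620 to 3315942), a member of the *Drosomycin* family, 1724, 1718 and 1820 counts were found in the *Luc* control RNAi libraries and 375, 389 and 319 counts in the libraries labelled *svp* RNAi. The log2 fold change was -2.31 (standard error 0.31, edgeR adjusted p = 0.0786). DESeq2 called the gene (adjusted p = 6.4e-09), and edgeR called it without *Luc* control RNAi replicate 1 (adjusted p = 0.0118).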

*Drsl4*, which encodes an antifungal peptide with homology to *Drs* (Jiggins and Kim 2005), was also significantly downregulated (log2 fold change of -1.9; Figure 3A,B) in the *svp* knockdown adult female fat body.

**Figure 3:**
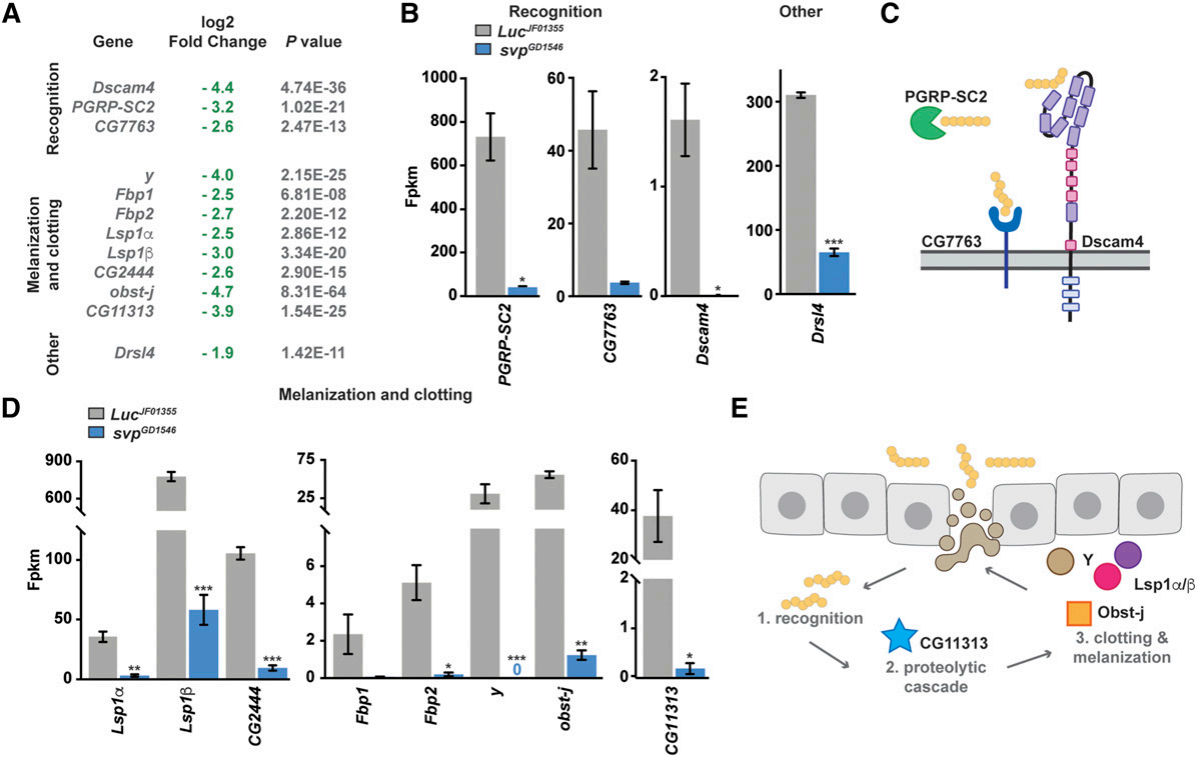
Knockdown of *svp* in adult female fat bodies reduces expression of genes involved in bacterial recognition, melanization, and clotting. (A) Classification of genes significantly downregulated with a log2 fold change of -1.5 or higher. (B) Quantification of normalized transcript expression (FPKM) for significantly downregulated recognition genes in control and *svp* RNAi fat bodies. Data shown as mean±SEM. *P <0.05; ***P <0.001, two-tailed Student’s *t*-test. (C) Cartoon of peptidoglycan recognition proteins (bound to peptidoglycan present in cell walls of most bacteria, yellow circles), whose transcripts are significantly downregulated by *svp* RNAi. (D) Quantification of normalized transcript expression (FPKM) for significantly downregulated melanization and clotting genes in control and *svp* RNAi fat bodies. Data shown as mean±SEM. *P <0.05; **P <0.01; ***P <0.001, two-tailed Student’s *t*-test. (E) Simplified cartoon of the melanization and clotting cascade in response injury. Proteins encoded by significantly downregulated genes in the absence of *svp* are included.

In addition to the responses involved in recognizing foreign pathogens upon injury and infection, another important immune defense is proper wound healing (Theopold *et al.* 2004). At the site of injury, a melanization cascade is initiated; melanization requires recognition of a pathogen (through pattern recognition receptors) followed by activation of phenoloxidase by serine proteases to ultimately produce melanin, which crosslinks and encapsulates microbes (Bidla *et al.* 2005; Binggeli *et al.* 2014). In addition to melanization, clotting is critical for limiting hemolymph loss as well as for physically immobilizing bacteria (Goto *et al.* 2003; Theopold *et al.* 2004). 

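Figure 3A lists *y*, *Fbp1*, *Fbp2*, *Lsp1α*, *Lsp1β*, *CG2444*, *obst-j* and *CG11313* under melanization and clotting. These 8 genes were lower in each of the 3 libraries labelled *svp* RNAi than in any *Luc* control RNAi library. Their edgeR adjusted p ranged from 0.00224 to 0.177, and 1 of the 8 was under 0.05. When adjusted over the list alone 8 were, which is not independent evidence, since the study drew the list from these samples, and DESeq2 called 8. *CG2444* (FBgn0030326; chromosome X from 11704310 to 11705300) had a CPM of 85.6 ± 25.4 (SD, n = 3) in the controls and 7.53 ± 3.90 (SD, n = 3) in the libraries labelled *svp* RNAi, with an edgeR adjusted p of 0.0705, or 0.0203 without *Luc* control RNAi replicate 1.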

Our RNA sequencing analysis identified eight genes with roles in promoting melanization and clotting that are positively regulated by Svp in the adult female fat body (Figure 3D,F). For example, the *y* gene, downregulated with a log2 fold change of -4 (*i.e.*, 16-fold) by *svp* RNAi (Figure 3D,E), is required for melanin production (Biessmann 1985; Whittkopp *et al.* 2002). 

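The counts of *y* (FBgn0004034; chromosome X from 356509 to 361245) were 534, 1996 and 795 in the *Luc* control RNAi libraries and 0 in each of the 3 libraries labelled *svp* RNAi. The transcript was at least 404-fold lower than the mean of the controls, a bound set by the limit that a count of 0 allows. *Luc* control RNAi replicate 2 contributed most to that mean, with a CPM of 135 against 22.7 and 53.7 in replicates 1 and 3. edgeR's adjusted p was 0.113, and 0.0205 without *Luc* control RNAi replicate 1, whereas DESeq2's was 3.1e-18.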

Of the clotting genes regulated by Svp (Figure 3D,E), *Fbp1* (FBgn0000639) encodes a known clotting factor originally isolated from larval hemolymph clots (Scherfer *et al.* 2004), and *obst-j* (FBgn0036940) encodes a chitin-binding protein that is upregulated in response to bacterial infection (Rynes *et al.* 2012). 

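*Fbp1* (FBgn0000639; chromosome 3L from 14094589 to 14098053) had 243, 143 and 31 counts in the *Luc* control RNAi libraries and 3, 5 and 4 counts in the libraries labelled *svp* RNAi. Its log2 fold change was -4.95 (standard error 0.78, edgeR adjusted p = 0.137). *Fbp2* (FBgn0000640; chromosome 2L from 9426784 to 9427917), with 105, 93 and 57 counts against 5, 5 and 0, had a log2 fold change of -4.63 (standard error 0.81, edgeR adjusted p = 0.177). DESeq2 called both, and edgeR called neither in any fit that left out one library. *obst-j* (FBgn0036940; chromosome 3L from 20130451 to 20131743) fell from a CPM of 70.4 ± 11.7 (SD, n = 3) to 1.48 ± 0.403 (SD, n = 3), a log2 fold change of -5.56 (standard error 0.31, edgeR adjusted p = 0.00224). Its adjusted p was at most 0.0328 when each library was left out in turn.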

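*Lsp1α* (FBgn0002562; chromosome X from 12490291 to 12492982) and *Lsp1β* (FBgn0002563; chromosome 2L from 898500 to 901316) encode larval serum proteins. *Lsp1α* had 1890, 1704 and 1300 counts in the *Luc* control RNAi libraries and 152, 210 and 67 counts in the libraries labelled *svp* RNAi. Its log2 fold change was -3.46 (standard error 0.52, edgeR adjusted p = 0.111). *Lsp1β* was more abundant, with 35384, 39635 and 34155 counts against 3635, 3003 and 1482, a log2 fold change of -3.80 (standard error 0.45, edgeR adjusted p = 0.0523). Without *Luc* control RNAi replicate 1 edgeR's adjusted p were 0.0495 and 0.0130. The 5 tested genes of the larval fat body list, which holds *Lsp1α*, *Lsp1β*, *Fbp1*, *Fbp2* and *Lsp2*, were lower as a set (median log2 fold change -4.16, camera adjusted p = 6.2e-18), and this call held with fry (adjusted p = 0.00448) and with an estimated correlation (adjusted p = 0.0452 over the lists). Tested as a gene family with an estimated correlation, the same 5 genes missed the threshold (adjusted p = 0.0814 over the families). Of its genes, 4 are among those the study picked from these samples.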

*Lsp1α* (FBgn0002562) and *Lsp1β* (FBgn0002563) encode predicted hemocyanins [proteins with known roles in regulating immunity (Coates and Nairn 2014)] and were also isolated from larval hemolymph clots (Scherfer *et al.* 2004). 

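*CG11313* (FBgn0039798; chromosome 3R from 30729837 to 30731165) had 465, 705 and 1261 counts in the *Luc* control RNAi libraries and 9, 0 and 4 counts in the libraries labelled *svp* RNAi. Its fitted log2 fold change was -7.73 (standard error 0.92, edgeR adjusted p = 0.0523), with an adjusted p of 0.00404 without *Luc* control RNAi replicate 1 and of 1.0e-23 with DESeq2.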

*CG11313* (FBgn0039798), which is downregulated with a log2 fold change of -3.9 upon *svp* RNAi (Figure 3D,E), encodes a predicted serine protease that has potential roles in immunity (Karlsson *et al.* 2004).

Nuclear receptors have reported roles in regulating immunity (Glass and Ogawa 2006; Glass and Saijo 2010). For example, mammalian PPARγ is required for wound healing and promotes the transcription of anti-inflammatory genes in macrophages, whereas LXR is important for macrophage inflammatory responses [reviewed in (Leopold Wager *et al.* 2019)]. Immune response genes are differentially regulated in *Drosophila* mutants for *Hr3* (FBgn0000448) (Ruaud *et al.* 2010), *Hnf4* (Barry and Thummel 2016), and *Hr4* (FBgn0264562) (King-Jones *et al.* 2005), suggesting that nuclear receptors also have immune response roles in invertebrates. However, only the developmental and metabolic roles of these nuclear receptors have been extensively studied [reviewed in (King-Jones and Thummel 2005)]. Our RNA sequencing analysis suggests that Svp normally functions in the adult female fat body as the first line of defense against infections (*e.g.*, microbial and viral recognition, peptidoglycan scavenging, and clotting/melanization upon wounding), potentially preventing activation of the IMD pathway (Lemaitre and Hoffmann 2007). 

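The 17 antimicrobial peptide genes and targets of the IMD pathway that were tested as a set had a median log2 fold change of -0.04 between the libraries labelled *svp* RNAi and the controls (camera adjusted p = 0.659), with 8 genes higher and 9 lower. Of these genes, 0 had an adjusted p under 0.05 over all genes tested, 0 when adjusted over the list alone and 0 an unadjusted p under 0.05. Single libraries decided the sign of the median, which was -0.38 without *svp* RNAi replicate 2, -0.35 without *Luc* control RNAi replicate 1 and 0.35 without *svp* RNAi replicate 3, and the set missed the threshold in each of the 6 fits that left out one library.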

Although we did not observe an increase in anti-microbial peptide synthesis associated with IMD activation (Lee and Lee 2018), it is possible that our time window of *svp* knockdown is insufficiently long. In fact, a previous study in the larval fat body also showed that Svp regulates immune response genes including *PGRP-SC2* and additional anti-microbial peptides (Musselman *et al.* 2018); however, Svp negatively regulates these genes in this context (Musselman *et al.* 2018). The seemingly opposite regulatory roles of Svp in larvae compared to adults could potentially be due to the organism’s distinct physiology at different developmental stages. For example, in larvae, nutrient availability plays a crucial role in growth and timing of metamorphosis (Colombani *et al.* 2003); by contrast, adult females have completed development but require large amounts of nutrients and energy to support egg production (Laws and Drummond-Barbosa 2017). The larval fat body is also remodeled during metamorphosis (Nelliot *et al.* 2006), which might alter the mechanisms linking immunity to physiology. Indeed, the nuclear receptor HNF4 was recently shown to be required in oenocytes for the conversion of larval lipid reservoirs into hydrocarbons for cuticular waterproofing in adults (Storelli *et al.* 2019), suggesting that the fat body is subject to different physiological demands depending on the developmental stage. Collectively, our results suggest that Svp may function in the adult female fat body to regulate genes that scavenge and eliminate foreign pathogens as a mechanism to prevent activation of the IMD pathway [which is an energy-intensive process (Buttgereit *et al.* 2000; Davoodi *et al.* 2019)], thereby freeing up resources to support reproduction in adult females.

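Of the 21 genes that Figures 3A and 4B name, 4 had an edgeR adjusted p under 0.05 and 21 were called by DESeq2. The unadjusted p-values from edgeR for these genes were at most 0.00804. From the lower transcript levels of the recognition, melanization and clotting genes, the paper proposes that Svp in the adult female fat body regulates genes that clear pathogens and so keeps the IMD pathway from being activated.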

### Svp modulates the transcription of genes involved in xenobiotic responses

As a second strategy to identify a select group of candidate Svp targets, we also performed GO analysis [clusterProfiler R; (Yu *et al.* 2012)] of transcripts that were significantly altered when *svp* was knocked down in the adult female fat body. In accordance with the analysis described above (of genes with a log2 fold change of at least ±1.5), the GO analysis of our RNA sequencing data did not identify gene enrichment for any specific nutrient or metabolic pathway. Instead, GO analysis showed that a subset of genes involved in the response to xenobiotics (pollutants, insecticides, and drugs) are significantly regulated in response to *svp* knockdown (Figure 4A).

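In place of gene ontology terms, gene families defined by their symbols were tested for enrichment with one-sided Fisher's exact tests against the genes tested, over 12 families and both directions. Among the genes lower in the libraries labelled *svp* RNAi, edgeR's calls held 2 of the 73 cytochrome P450 genes tested (Fisher's exact test, adjusted p = 0.0150). This enrichment was absent from each of the 5 fits that left out a library other than *Luc* control RNAi replicate 1, and the fit without that replicate held 4 members. The metallothionein, Oatp transporter, UDP-glycosyltransferase and glutathione S-transferase genes had 0 calls, while 3, 2, 7 and 7 of them had an unadjusted p under 0.05. Tested as sets, the metallothionein and Oatp families were higher with camera (adjusted p = 0.00722 and 0.0279). They missed the threshold with fry (adjusted p = 0.0814 for both) and with an estimated correlation (adjusted p = 0.282 and 0.248). Without *Luc* control RNAi replicate 1, 3 metallothionein genes were called higher. The alternative that moved the families most was DESeq2, in which 6 cytochrome P450 genes were lower (Fisher's exact test, adjusted p = 1.9e-04). There, 3 metallothionein, 2 Oatp transporter and 3 UDP-glycosyltransferase genes were higher (Fisher's exact test, adjusted p = 3.2e-05, 0.00353 and 0.00329). Its calls held 1 glutathione S-transferase gene, which was no enrichment (Fisher's exact test, adjusted p = 0.481).

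**Figure D3:**
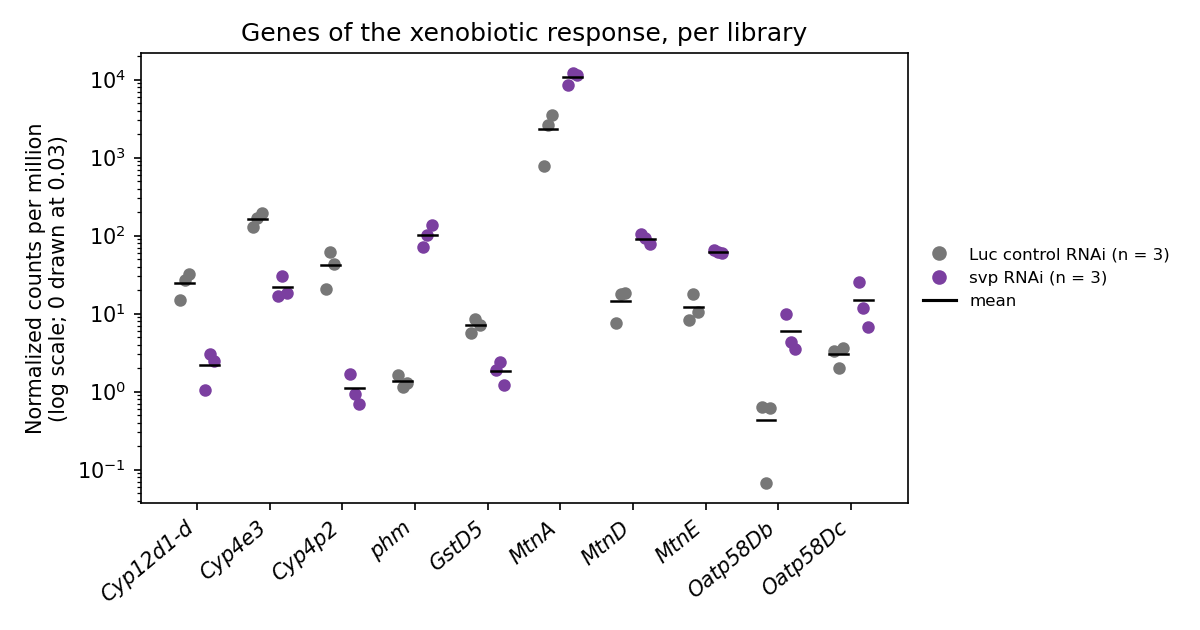
CPM (log scale) of the 9 genes of Figure 4B and of *phm*, with 1 point per library (n = 3 per group) and a line at each group's mean. No gene shown overlaps between the *Luc* control RNAi libraries (gray) and the libraries labelled *svp* RNAi (purple).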

**Figure 4:**
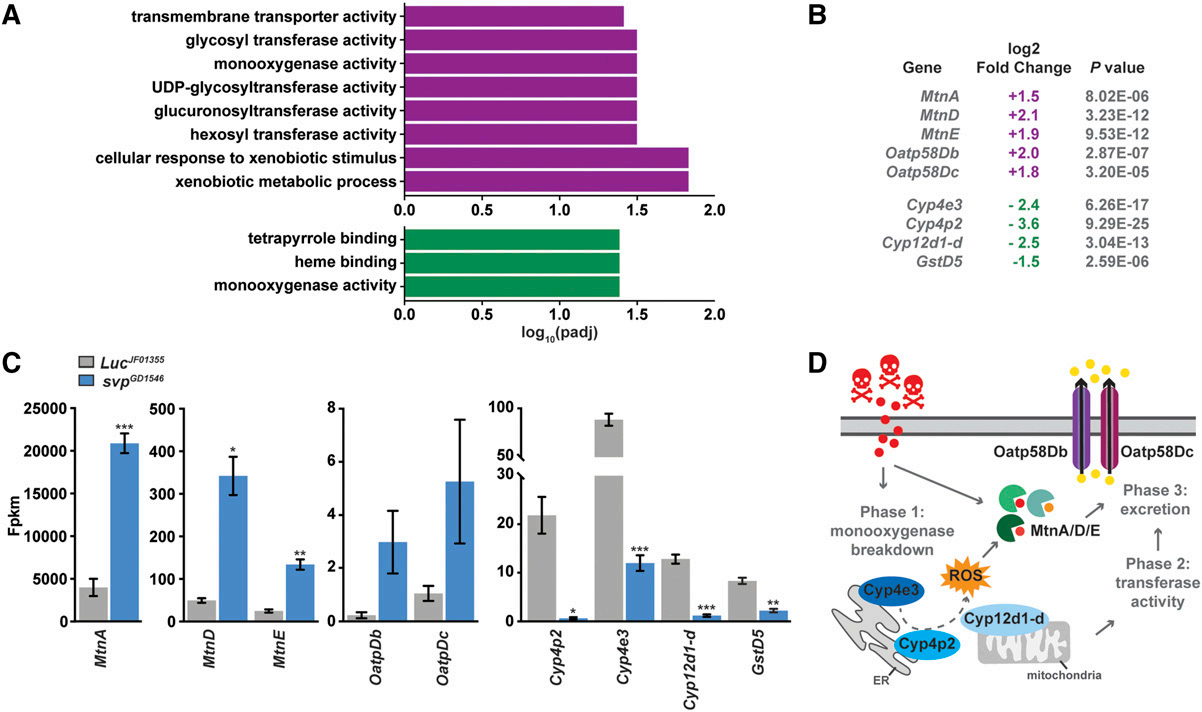
Differentially expressed transcripts are significantly enriched for genes involved in xenobiotic responses. (A) Gene ontology (GO) analysis of significantly upregulated (purple) and downregulated (green) genes in *svp* RNAi females compared to *Luc* control. (B) Some of the genes significantly enriched based on GO analysis that are up- or downregulated in the absence of *svp*. (C) Quantification of normalized transcript expression (FPKM) for significantly enriched genes in control and *svp* RNAi fat bodies. Data shown as mean±SEM. *P <0.05; **P <0.01; ***P <0.001, two-tailed Student’s *t*-test. (D) Simplified cartoon of detoxification of xenobiotics. Cyp4e3 and Cyp4p2 are predicted to localize to the endoplasmic reticulum (UniProt.org), whereas Cyp12d1-d is predicted to localize to the mitochondrial inner membrane (UniProt.org).

The breakdown of toxic molecules involves an elaborate three-phase system to metabolize xenobiotics into innocuous molecules and facilitate their excretion (Xu *et al.* 2005; Yu 2008). During phase I, xenobiotics are oxidized by cytochrome P450 (Cyp450) monooxygenases to introduce reactive and polar groups to substrates (Yu 2008). These proteins are membrane-bound monooxygenases that are involved in a wide array of physiological processes including detoxification, steroid metabolism, and fatty acid metabolism (Feyereisen 1999; Zangar *et al.* 2004; Xu *et al.* 2005). Xenobiotic metabolites generated during phase I are further converted by phase II enzymes [glutathione-S-transferases (GSTs), UDP-glucuronosyltransferases (UGTs), and carboxylases] through conjugation reactions that add functional side groups (such as hydroxyl, carboxyl, and epoxide) to increase hydrophobicity (Yu 2008). Phase III transporters [ATP-binding cassette (ABC) transporters and Organic anion transport proteins (Oatps)] act in the final phase of detoxification to export converted organic products out of the cell (Groen *et al.* 2017).

Genes involved in each step of the xenobiotic response were altered when *svp* was knocked down in the adult female fat body. Genes encoding members of the Cyp450 family (*Cyp12d1-d*, *Cyp4e3*, and *Cyp4p2*), which initiate phase I of the detoxification process (Xu *et al.* 2005), were significantly downregulated in *svp* knockdown fat bodies (Figure 4B-D). 

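*Cyp4e3* (FBgn0015035; chromosome 2L from 9747839 to 9750071) had 3052, 2493 and 2839 counts in the *Luc* control RNAi libraries and 367, 430 and 313 counts in the libraries labelled *svp* RNAi, a log2 fold change of -2.91 (standard error 0.32, edgeR adjusted p = 0.0470). *Cyp4p2* (FBgn0033395; chromosome 2R from 9237512 to 9239831) had 492, 910 and 641 counts against 37, 13 and 12, a log2 fold change of -5.22 (standard error 0.56, edgeR adjusted p = 0.0454). Among the fits that left out one library, both were under 0.05 only without *Luc* control RNAi replicate 1, with adjusted p of 0.0112 and 0.00323. Under upper quartile normalization edgeR called neither. *Cyp12d1-d* (FBgn0053503; chromosome 2R from 11123658 to 11125647) had a log2 fold change of -3.51 (standard error 0.50, edgeR adjusted p = 0.0921, or 0.0211 without that replicate). DESeq2 called these 3 genes. Over the 73 cytochrome P450 genes tested, 37 were higher and 36 lower. Single libraries moved this split, to 30 and 43 without *Luc* control RNAi replicate 1 (camera adjusted p = 0.0173). Without *Luc* control RNAi replicate 2 it was 47 and 27 (camera adjusted p = 0.0723).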

One exception was the gene *phm* (FBgn0004959), encoding a Cyp450 family member involved in ecdysteroid biosynthesis (Chávez *et al.* 2000), which was upregulated in the absence of *svp* (Table S5). 

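*phm* (FBgn0004959; chromosome X from 18685766 to 18688433) had 39, 17 and 19 counts in the *Luc* control RNAi libraries and 1582, 1405 and 2365 counts in the libraries labelled *svp* RNAi. Its log2 fold change was 6.22 (standard error 0.36, edgeR adjusted p = 0.00224), and it stayed between 5.97 and 6.43 when each library was left out in turn. *phm* was called under each of the 16 alternatives set in advance. Of the 4 ecdysteroid P450 genes tested, edgeR called 1.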

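*GstD5* (FBgn0010041; chromosome 3R from 12375733 to 12376572) had a CPM of 7.15 ± 1.50 (SD, n = 3) in the *Luc* control RNAi libraries and 1.85 ± 0.610 (SD, n = 3) in the libraries labelled *svp* RNAi. The log2 fold change was -1.95 (standard error 0.37, edgeR adjusted p = 0.230), with an adjusted p of 6.3e-04 in DESeq2. Among the 30 glutathione S-transferase genes tested, 13 were higher and 17 lower (camera adjusted p = 0.146). The split was 9 and 21 without *Luc* control RNAi replicate 1 (camera adjusted p = 0.0173). It was 10 and 20 without *svp* RNAi replicate 2 (camera adjusted p = 0.0125), and 15 and 15 without *svp* RNAi replicate 1.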

Transcription of the phase II enzyme gene, *GstD5* (FBgn0010041), was also significantly decreased in *svp* RNAi fat bodies (Figure 4B,C), suggesting that Svp normally induces expression of these genes. By contrast, genes encoding metallothionein (Mtn) proteins were significantly upregulated in *svp* knockdown fat bodies (Figure 4B-D), suggesting that Svp activity in the adult female fat body represses these genes. 

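*MtnA* (FBgn0002868; chromosome 3R from 9783407 to 9784370) had 18121, 39071 and 51267 counts in the *Luc* control RNAi libraries and 190089, 167080 and 197528 counts in the libraries labelled *svp* RNAi, a log2 fold change of 2.22 (standard error 0.60, edgeR adjusted p = 0.536). *MtnD* (FBgn0053192; chromosome 3R from 20534962 to 20535301) had a log2 fold change of 2.65 (standard error 0.37, edgeR adjusted p = 0.0904). For *MtnE* (FBgn0262146; chromosome 3R from 20534021 to 20534704) the log2 fold change was 2.34 (standard error 0.32, edgeR adjusted p = 0.0786). DESeq2 called the 3 genes, with adjusted p of 0.00150, 1.6e-09 and 4.7e-09. Without *Luc* control RNAi replicate 1 edgeR called them too, with adjusted p of 0.0491, 0.00595 and 0.0317, and without *Luc* control RNAi replicate 2 it called *MtnE* (adjusted p = 0.0498). Of the 5 metallothionein genes tested, 3 were higher and 2 lower.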

Mtn proteins are xenobiotic-induced enzymes involved in heavy metal detoxification and protection against free radicals, and have been implicated in the response to xenobiotic and immune stress (Figure 4D) (Bonneton *et al.* 1996). Additionally, genes encoding detoxification phase III transporters (Oatps) were also upregulated in the fat body in the absence of *svp* (Figure 4B-D; Table S5). 

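*Oatp58Db* (FBgn0034715; chromosome 2R from 22221180 to 22223499) had 15, 1 and 9 counts in the *Luc* control RNAi libraries and 217, 61 and 61 counts in the libraries labelled *svp* RNAi. Its log2 fold change was 3.70 (standard error 0.76, edgeR adjusted p = 0.276). *Oatp58Dc* (FBgn0034716; chromosome 2R from 22223681 to 22228574), with 78, 30 and 54 counts against 567, 166 and 115, had a log2 fold change of 2.29 (standard error 0.54, edgeR adjusted p = 0.404). edgeR called neither in any fit that left out one library, and DESeq2 called both (adjusted p = 5.4e-05 and 0.00497). Of the 7 Oatp genes tested, 4 were higher and 3 lower. These 2 genes also belong to the list of Malpighian tubule genes, whose other 8 members had a median log2 fold change of 0.62. That median ranged from 0.29 to 0.90 when each library was left out in turn.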

Interestingly, *svp* knockdown did not affect the transcript levels of *cap-n-collar* [*cnc* (FBgn0262975); encodes Nrf2 homolog] or *forkhead box, sub-group O* [*foxo* (FBgn0038197)](Table S2), which encode known regulators of detoxifying and antioxidant genes (Ma 2013; Klotz *et al.* 2015). 

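*cnc* (FBgn0262975; chromosome 3R from 23185580 to 23226711) had a CPM of 275 ± 18.3 (SD, n = 3) in the *Luc* control RNAi libraries and 348 ± 7.27 (SD, n = 3) in the libraries labelled *svp* RNAi. Its log2 fold change was 0.34 (standard error 0.18, edgeR adjusted p = 1.00, edgeR unadjusted p = 0.0937). For *foxo* (FBgn0038197; chromosome 3R from 14056945 to 14087978) the log2 fold change was 0.24 (standard error 0.18, edgeR adjusted p = 1.00, edgeR unadjusted p = 0.235). Neither was called under any of the 16 alternatives set in advance.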

Comparison of known Cnc targets identified by microarray (Misra *et al.* 2011) with those determine by our RNA sequencing analysis identified 22 common transcripts (Table S6), consisting mostly of the detoxifying proteins described above. In addition, comparison of Svp-regulated genes with FOXO targets identified by ChIP-seq (Birnbaum *et al.* 2019) revealed at least 10 common transcriptional targets, including *Cyp4e3* (FBgn0015035) (Table S7). Thus, Svp appears to share some common targets involved in xenobiotic responses with Cnc and Foxo.

It is conceivable that the upregulation of Mtn and Oatp transcripts is a secondary consequence of the downregulation of *Cyp4e3* when *svp* is knocked down in the adult female fat body. It was previously shown that loss of *Cyp4e3* in Malpighian tubules increases the levels of hydrogen peroxide and induces JAK/STAT and NF-κB-mediated stress responses (Terhzaz *et al.* 2015). Mtn transcription is induced in mammalian hepatic cell lines in response to hydrogen peroxide (Dalton *et al.* 1994). Mtns are able to scavenge a variety of reactive oxygen species (ROS), including hydrogen peroxide (Inoue *et al.* 2009), suggesting that Mtns protect against oxidative stress in addition to regulating metal abundance. Therefore, we speculate that *svp* knockdown in the fat body may cause the accumulation of toxic molecules (as a result of *Cyp4e3* downregulation), leading to increased expression of Mtns and Oatps to eliminate these compounds from the cell.

Exposure to xenobiotics has long been known to result in perturbations of the immune system (Luster *et al.* 1989). In addition to their role in metal metabolism, Mtns have also been implicated in immune functions. Specifically, transcription of mammalian hepatocyte MT-1 is activated by STAT binding in response to lipopolysaccharide exposure (Arizono *et al.* 1995; Coyle *et al.* 2002), suggesting that under increased immune challenge Mtns possibly act as antioxidants in response to inflammation (Arizono *et al.* 1995). It is unclear whether *Drosophila* Mtn proteins have roles in regulating the immune response or whether they are induced downstream of the JAK/STAT pathway [potentially also downstream of reduction of *Cyp4e3* (Terhzaz *et al.* 2015)]. In addition, it is unclear whether knockdown of *svp* in adult female fat bodies activates the JAK/STAT pathway. Nevertheless, it would be interesting to investigate whether the increased transcription of *Mtn* and *Oatp* genes observed when *svp* is knocked down might reflect the regulatory cross-talk between Mtns and immune response pathways. Collectively, our RNA sequencing results suggest that loss of *svp* and the reduced expression Cyp450 xenobiotic response genes in the adult female fat body could potentially result in accumulation of toxic compounds, causing activation of secondary downstream stress mechanisms.

Oogenesis is an energy-intensive process that is tightly regulated to ensure reproductive success (Schwenke *et al.* 2016; Laws and Drummond-Barbosa 2017). Mounting a full immune response and chemically inactivating harmful toxins from the body also require a significant amount of energy (Buttgereit *et al.* 2000). Our RNA sequencing analysis of potential Svp targets in the adult female fat body suggests that Svp normally functions to: 1) enhance the initial organismal defense against microorganisms and thus prevent a full immune response (*e.g.*, involving the IMD pathway); and 2) optimize the levels of Cyp450s for detoxification of xenobiotics to prevent activation of stress response pathways. Through these actions, Svp might help allocate resources to promote distinct aspects of oogenesis (Figure 5). This model will be tested in future studies, and many additional questions remain regarding this potential model and beyond. For example, it is unknown whether, upon *svp* knockdown, reduced expression of bacterial recognition proteins (and thereby hampered initial bacterial defense) might lead to the activation of the humoral/IMD immune system at a later time point in the fat body. It is also possible that reduced levels of detoxification enzymes in the absence of *svp* might result in the accumulation of xenobiotics that activate an immune response, reminiscent of mammalian innate T-cells that recognize and process allergens and other environmental chemicals prior to their presentation to lymphocytes (Minnicozzi *et al.* 2011; Germolec *et al.* 2017; Maeda *et al.* 2019). It is also not known at this point whether these changes in immune function and xenobiotic response in the absence of *svp* occur in adipocytes, oenocytes, or both cell types, or what their functional consequence is to the steps of oogenesis affected by adipocyte/oenocyte Svp activity (Weaver and Drummond-Barbosa 2019). Finally, it remains to be tested whether the differentially expressed genes identified in our dataset contribute to the regulation of the processes of oogenesis that are affected by *svp* knockdown in adipocytes and oenocytes (Weaver and Drummond-Barbosa 2019). Deciphering the complex mechanisms of Svp activity in the adult female fat body and how they regulate distinct aspects of oogenesis will be a fertile area for future research.

**Figure 5:**
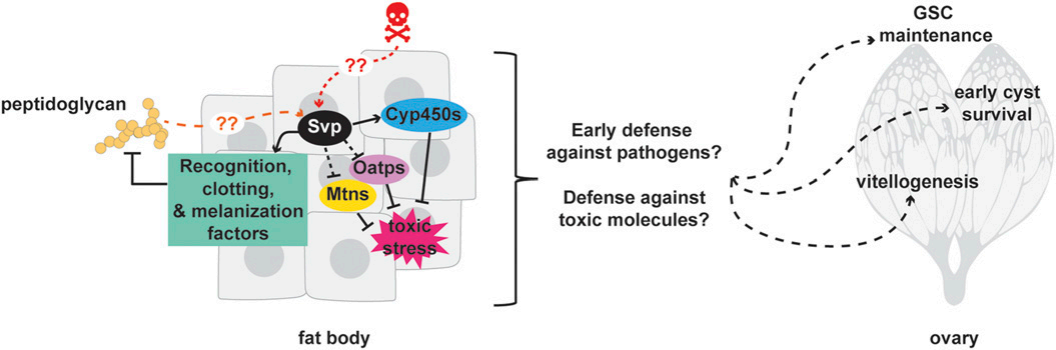
Model for proposed role of Svp in the adult female fat body to regulate oogenesis. Our previous work showed that Svp is required in adult female adipocytes to control GSC number and early germline cyst survival and in oenocytes for vitellogenic follicle survival. This study identifies potential downstream targets for Svp and suggests the model that Svp activity in the fat body might promote oogenesis through a mechanism involving an enhancement of the initial defense against bacteria (to prevent full immune activation) and of Cyp450 detoxification mechanisms (to inhibit secondary stress response pathways).

How the deposited data were processed for this re-analysis (not part of the article)

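The samples were fat body cells from adult female abdomens, with 3 libraries of *Luc* control RNAi and 3 libraries of *svp* RNAi, each taken after 5 days of RNAi. According to the paper's methods, the authors made the counts per gene by aligning the reads with TopHat to the reference from Ensembl and counting with HTSeq. As deposited, the counts are whole numbers without normalization, with each read pair counted as 1 fragment. The authors made the FPKM values from these counts, with the total count of each library and the gene lengths that the files list. The strand setting, the treatment of reads that map to several places and the tool versions were searched for in the paper's text and are not stated there. Of the 17558 gene identifiers, 17252 were found in the BDGP6 reference annotation and 16959 had the same coordinates.

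Library totals ranged from 15648948 to 19476599 fragments. For a gene whose libraries in one group all had 3 counts or fewer, a lower bound on the fold was computed against 3 counts in place of the fitted fold. Genes with too few counts were removed with edgeR's filter on the condition, which left 9277 genes. The groups were compared with edgeR 4.0.16 (TMM, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The same test was checked on simulated data with 3 libraries per group, without gene-specific dispersion or variation shared between genes. It called 155 of 200 changed genes (77.5%) at the dispersion trend of these libraries and 196 (98%) at a dispersion lowered 10-fold. Unchanged genes called numbered 9 and 11. The share found in the real libraries may be lower. DESeq2 1.42.0 called 162 of the changed genes and 31 unchanged genes at the first dispersion. Differences in mean FPKM were tested with exact two-sided permutation tests, whose smallest p with 3 libraries against 3 is 0.1.

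Gene families, defined by their symbols, were tested for enrichment among the genes called higher and lower with one-sided Fisher's exact tests over 12 families, since gene ontology terms are not used here. Gene lists were tested as sets with camera in limma 3.58.1 at a preset correlation of 0.01, over the 20 of 24 lists with at least 3 genes tested. Besides the genes of Figures 3A and 4B, the lists covered insulin signaling, acetyl-CoA production, β-oxidation, IMD targets, JAK/STAT targets, nuclear receptors, detoxification regulators, heat shock genes, visible markers of RNAi stocks and marker genes of larval fat body, adult fat body, oenocytes, ovary, Malpighian tubules, midgut, muscle, hemocytes, neurons and male accessory gland. The genes named are those whose transcript level the paper states, and up to 5 genes in each direction with the largest fitted log2 fold change among those with an adjusted p under 0.05, a mean of at least 50 counts in the higher group and no overlap between the groups. Other genes are named because they belong to a list or family. *CG32581*, and genes that lie beside *CG32581*, *svp* or *y*, meet none of these rules and were chosen after their values were seen.

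The lists, the tests and 16 alternatives were set before the data were examined. The alternatives were DESeq2's size factors or upper quartile normalization in edgeR, DESeq2 with and without shrunken fold changes, no filter on low counts, a mean of at least 10 counts, at least 10 counts in every library, the replicate number as a block, limma on log2 FPKM with a pseudocount of 1 or 0.1, and the fits that left out each of the 6 libraries in turn. An adjusted p under 0.01, fry, an estimated correlation and other gene filters were further alternatives for single results. Another 5 fits, with an ovary, midgut or muscle score as a covariate, DESeq2 with the ovary score, and limma voom with sample quality weights, were chosen after seeing the data. The proteomic data, the RT-qPCR data and the published target lists of Cnc and FOXO were not analysed here.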

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

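The tests of scaling, gene length, other tissues, shared reads and alleles in this part were chosen only after the result was seen. edgeR called 4 genes that the paper's text and figures do not discuss. *CG11898* had a log2 fold change of -6.48 (adjusted p = 0.00558), *Lsp2* of -4.16 (adjusted p = 0.0180), *CG32581* of -3.68 (adjusted p = 0.0397) and *Ect3* of 2.303 (adjusted p = 0.0454), each with no overlap between the libraries labelled *svp* RNAi and the controls, where chance gives no overlap for 10% of genes. As no lower level of *svp* itself was measured in the libraries labelled *svp* RNAi, these are differences between the labelled groups. The 4 genes were called without *Luc* control RNAi replicate 1, with adjusted p of 0.00265, 0.00266, 0.00603 and 0.0215, and *CG11898* also without *Luc* control RNAi replicate 2 or 3 (0.0129 and 0.0442). Without a library labelled *svp* RNAi none of them was, with adjusted p up to 0.0959, 0.209, 0.280 and 0.280 over the fits that left out one library.

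Several technical explanations are argued against by the tables. The log2 ratio of the largest to the smallest library total was 0.316, smaller than each of the 4 log2 fold changes. Under DESeq2's size factors and upper quartile normalization, which weigh a few abundant genes differently, the smallest of the 4 log2 fold changes was 2.29 in size. The trend of log2 fold change with gene length was at most 0.0611 in size over the genes tested, too small to account for any of the 4 log2 fold changes. With the ovary, midgut or muscle score as a covariate the smallest of the 4 was 2.292, 2.299 and 2.304, and the 4 genes were called in each of these 3 fits.

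Alleles that differ between the RNAi stocks remain a candidate explanation. The pseudogene *CR44383* (chromosome X from 15796477 to 15796897), next to *CG32581*, was at least 10.7-fold lower in the libraries labelled *svp* RNAi (bound on its log2 fold change -3.42). The data hold 0 second RNAi lines against *svp*, so an effect of *svp* RNAi and a difference between the stocks cannot be told apart for these genes. Reads shared between paralogs cannot be told apart either, because *CG8974*, the paralog beside *CG32581*, had a log2 fold change of 0.084 and mean CPM of 65.5 in the controls, which would hide a gain of the reads lost from *CG32581*. The regulatory region of *Lsp2* also drives the adipocyte Gal4 line used in both groups, and Gal4 is not among the genes listed, so an effect of the driver was not tested. An effect of *svp* RNAi on the 4 genes stays open as a hypothesis.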

How the results depend on the processing

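The fits with an ovary, midgut or muscle score, DESeq2 with the ovary score and limma voom were tests chosen only after the result was seen. Against 9 genes (2 higher, 7 lower and 9 with a log2 fold change of at least 1.5) in edgeR's test, in which 5 of the 25 genes the paper names were called, DESeq2's size factors gave 14 genes (3 higher, 11 lower and 14 with a log2 fold change of at least 1.5) and 8 named genes. DESeq2 gave 146 genes (62 higher, 84 lower and 127 with a log2 fold change of at least 1.5) and 22 named genes, and with shrunken fold changes 134 genes (61 higher, 73 lower and 66 with a log2 fold change of at least 1.5) and 22 named genes. With no filter on low counts edgeR called 25 genes (7 higher, 18 lower and 25 with a log2 fold change of at least 1.5) and 16 named genes. Requiring at least 10 counts in every library left 3 genes (1 higher, 2 lower and 3 with a log2 fold change of at least 1.5) and 2 named genes, and it gave no value for *Dscam4*, *y*, *Fbp1*, *Fbp2*, *CG11313*, *Oatp58Db*, *CG11898* and the genes *CG3942*, *CG44037*, *CG17738* and *CG44038* beside *svp*, whose counts were under this minimum. limma on log2(FPKM + 1) called 55 genes (24 higher, 31 lower and 42 with a log2 fold change of at least 1.5) and 18 named genes, and with a pseudocount of 0.1 53 genes (21 higher, 32 lower and 48 with a log2 fold change of at least 1.5) and 18 named genes. Upper quartile normalization gave 7 genes (2 higher, 5 lower and 7 with a log2 fold change of at least 1.5) and 3 named genes, and a mean of at least 10 counts 8 genes (2 higher, 6 lower and 8 with a log2 fold change of at least 1.5) and 4 named genes. An adjusted p under 0.01 left 4 genes (1 higher, 3 lower and 4 with a log2 fold change of at least 1.5), by its own construction. Apart from that stricter threshold and the filters, the cause was not tested. The median log2 fold change of all genes lay between -0.08 and 0.05 across the 22 fits.

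Among the fits chosen after seeing the data, edgeR called 15 genes (3 higher, 12 lower and 15 with a log2 fold change of at least 1.5) and 9 named genes with the ovary score, 65 genes (22 higher, 43 lower and 55 with a log2 fold change of at least 1.5) and 19 named genes with the midgut score, and 46 genes (20 higher, 26 lower and 41 with a log2 fold change of at least 1.5) and 16 named genes with the muscle score. DESeq2 with the ovary score called 248 genes (118 higher, 130 lower and 158 with a log2 fold change of at least 1.5) and 22 named genes. limma voom with sample quality weights called 604 genes (130 higher, 474 lower and 258 with a log2 fold change of at least 1.5) and 20 named genes, with a weight of 0.138 for *Luc* control RNAi replicate 1 and of 4.46 for *svp* RNAi replicate 3.

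Across the 6 fits that each left out one library, edgeR called 3 to 61 genes, of which 1 to 16 were higher, 2 to 45 lower and 3 to 53 had a log2 fold change of at least 1.5, with 3 to 17 of the named genes. The highest of these values came from the fit without *Luc* control RNAi replicate 1, which had the largest TMM factor and the highest midgut score of the controls. The cause was not tested.

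With the replicate number as a block, edgeR called 27 genes (9 higher, 18 lower and 27 with a log2 fold change of at least 1.5) and 14 named genes, 5 families were enriched, and 1 metallothionein gene was called higher. The paper describes independent experiments but does not state that libraries with the same replicate number come from one. The correlations between libraries with the same number, after the group means were removed, were 0.503, 0.538 and -0.306. Whether the block is a paired test therefore cannot be told, and the cause was not tested. The block called *PGRP-SC2* and *y* (adjusted p = 0.00581 for both), *CG2444* (0.00885), *Cyp12d1-d* (0.00664) and *Drsl4* (0.0203), among others. *CG7763* (0.0527) and *MtnD* (0.0657) were among the named genes it did not call.

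Against 3 enriched families with edgeR's calls, DESeq2's calls gave 5, an adjusted p under 0.01 gave 1, and the fits that left out one library gave 1 to 4. DESeq2 added 3 UDP-glycosyltransferase, 2 Oatp transporter and 3 metallothionein genes that were higher. The cytochrome P450 genes called lower numbered 0 at an adjusted p under 0.01 and 0 to 4 when each library was left out, and the metallothionein genes called higher 0 to 3. For the other families and directions, 182 of 190 values kept their side of the threshold, 7 were weaker and 1 was stronger. The cause was not tested.

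The number of lists past the threshold, 4 with camera, was 4 to 7 when each library was left out. The median log2 fold change ranged from -0.00595 to 0.28 for acetyl-CoA production and from -0.0529 to 0.16 for β-oxidation, in both cases from the fit without *svp* RNAi replicate 2 to that without *Luc* control RNAi replicate 3. For the muscle genes it ranged from -1.02 without *Luc* control RNAi replicate 1 to 0.30 without *Luc* control RNAi replicate 2, where the direction reversed (adjusted p = 0.00459). Over the 16 lists other than IMD targets, insulin signaling, acetyl-CoA production and β-oxidation, and with the muscle genes included, 149 of 160 values kept their side of the threshold, 2 were weaker, 8 were stronger and 1, that of the muscle genes, reversed. The cause was not tested.

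For the genes named one by one, 398 of 535 log2 fold changes under the 16 alternatives set in advance kept their direction and their side of the threshold, 37 were weaker, 98 were stronger and 2 reversed. Under the 5 added fits the numbers were 102, 1, 66 and 1 of 170. The reversed values were those of *v*, which ranged from -0.29 without *Luc* control RNAi replicate 1 to 0.54 without *Luc* control RNAi replicate 3 and was -0.69 with limma voom. The 72 FPKM comparisons on the log2 scale kept their direction, and as their exact tests cannot give a p under 0.1, they say nothing about the threshold. The cause was not tested.

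The squared correlation of mean FPKM moved from 0.940 to 0.978 with all genes and log10(FPKM + 1), and to 0.911 with genes of a mean FPKM of at least 1. It stayed between 0.922 and 0.939 when each library was left out. The number of detected genes fell to 8537 at a mean FPKM of at least 1, was 11248 with at least 10 counts summed over the libraries, and lay between 13237 and 13336 when each library was left out. Depth limits the folds of *y*, *Dscam4* and *CR44383* to lower bounds, and in edgeR's fit to the 6 libraries the 9 genes of the male accessory gland list and *Lsp1γ* had too few counts to be tested.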

Differences from the paper's values

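The fits with tissue scores and sample weights were tests chosen only after the result was seen. The paper reports 132 changed genes, of which 71 were lower and 61 higher, against 9, 7 and 2 here with edgeR. Of the alternatives set before the data were examined, the gap closed with DESeq2 (146, 84 and 62), the tool that the paper's methods name, and with DESeq2 with shrunken fold changes (134, 73 and 61), and the other alternatives set in advance did not close it for the total.

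By kind of gene, the paper shows about 56 protein-coding and about 5 lncRNA genes higher in Fig. 2G, read by eye, against 2 and 0 here. It shows about 64 protein-coding, about 3 lncRNA and about 4 pseudogenes lower in Fig. 2G, read by eye, against 7, 0 and 0. DESeq2 with shrunken fold changes closed each of these gaps, with 56, 5, 66, 3 and 4 genes. DESeq2 without shrinkage closed them except that of the lower lncRNA genes, where it gave 5. That gap was also closed by limma on log2(FPKM + 1), by limma on log2(FPKM + 0.1) and by edgeR without *Luc* control RNAi replicate 1.

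For detected genes, the paper shows about 1800 lincRNA, about 300 tRNA, about 250 pseudogene, about 240 miRNA, about 140 rRNA and about 34 snRNA genes in Fig. 2C, read by eye. The counts here were 1102, 68, 137, 44, 18 and 21. None of the 9 alternatives set before the data were examined closed these gaps. The authors' annotation lists 2366, 314, 257, 238, 147 and 31 genes of these kinds, whether or not they have counts. The paper's total of identified transcripts was also larger than the 13475 detected genes here, and its protein-coding share smaller than 88.3%. Both lay within the ratio beyond which counts and percentages were treated as differing. A gap in a count was taken as closed within that same ratio. The squared correlation of FPKM is about 0.98 in Fig. 2E, read by eye, against 0.940 here, and of the 8 alternatives set in advance only all genes with log10(FPKM + 1) closed the gap (0.978).

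Of the 21 log2 fold changes of Figures 3A and 4B, 20 differed from those here. From the paper's text, the pairs are *PGRP-SC2* -4.25 against the paper's -3.2 (-3.19 with shrunken fold changes), *CG7763* -3.79 against the paper's -2.6 (-2.61 with shrunken fold changes), *Drsl4* -2.31 against the paper's -1.9 (-1.94 with shrunken fold changes) and *CG11313* -7.73 against the paper's -3.9 (-3.96 with shrunken fold changes). For *Dscam4* the bound on the log2 fold change was -5.97 against the paper's -4.4 (-4.38 with shrunken fold changes). For *y* it was -8.66 against the paper's -4 (-4.00 with shrunken fold changes).

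From Fig. 3A, read by eye, the pairs are *Fbp1* -4.95 against the paper's about -2.5 (-2.47 with shrunken fold changes), *Fbp2* -4.63 against the paper's about -2.7 (-2.65 with shrunken fold changes), *Lsp1α* -3.46 against the paper's about -2.5 (-2.46 with shrunken fold changes), *Lsp1β* -3.80 against the paper's about -3.0 (-2.96 with shrunken fold changes), *CG2444* -3.51 against the paper's about -2.6 (-2.64 with shrunken fold changes) and *obst-j* -5.56 against the paper's about -4.7 (-4.69 with shrunken fold changes). From Fig. 4B, read by eye, they are *MtnA* 2.22 against the paper's about 1.5 (1.58 with shrunken fold changes), *MtnD* 2.65 against the paper's about 2.1 (2.14 with shrunken fold changes), *MtnE* 2.34 against the paper's about 1.9 (1.96 with shrunken fold changes), *Oatp58Db* 3.70 against the paper's about 2.0 (1.99 with shrunken fold changes), *Cyp4e3* -2.91 against the paper's about -2.4 (-2.43 with shrunken fold changes), *Cyp4p2* -5.22 against the paper's about -3.6 (-3.62 with shrunken fold changes), *Cyp12d1-d* -3.51 against the paper's about -2.5 (-2.53 with shrunken fold changes) and *GstD5* -1.95 against the paper's about -1.5 (-1.52 with shrunken fold changes).

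Among the alternatives set before the data were examined, DESeq2 with shrunken fold changes closed the gap for each of the 20 genes. limma on log2(FPKM + 1) closed it for *obst-j*, *Cyp4p2*, *Cyp12d1-d* and *GstD5*. Each of these gaps was judged against the standard error of its own fit. When one library was left out, the gap fell within that error for *Drsl4* (without *Luc* control RNAi replicate 2 or 3 or *svp* RNAi replicate 1 or 3), *GstD5* (without the same libraries), *MtnA* (without *svp* RNAi replicate 2 or 3), *MtnE* (without *Luc* control RNAi replicate 1 or 3) and *Cyp4e3* (without *svp* RNAi replicate 1 or 3). In part this came from larger standard errors, as for *GstD5* without *svp* RNAi replicate 1, where the log2 fold change was -1.97 and the standard error 0.49 in place of 0.37. Against the standard error of the fit to the 6 libraries, the gap closed when one library was left out for *Drsl4* (without *Luc* control RNAi replicate 3 or *svp* RNAi replicate 1 or 3), *GstD5* (without *Luc* control RNAi replicate 2 or *svp* RNAi replicate 3), and *MtnA*, *MtnD* and *MtnE* (without *Luc* control RNAi replicate 1), and with limma on log2(FPKM + 1) also for *Fbp2* and *Oatp58Db*. Alternatives set in advance other than these closed none of the 20 gaps. The 38 mean FPKM values read by eye from the paper's figures were within the limits of those here.

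The paper's RT-qPCR shows *svp* transcript lower after *svp* RNAi, whereas its log2 fold change in the libraries labelled *svp* RNAi was 0.35. With a standard error of 0.39, this value does not exclude a modest decrease. The paper calls the genes of Figures 3A and 4B and *phm* changed. edgeR did not call *PGRP-SC2*, *CG7763*, *y*, *Fbp1*, *Fbp2*, *Lsp1α*, *Lsp1β*, *CG2444*, *CG11313*, *Drsl4*, *MtnA*, *MtnD*, *MtnE*, *Oatp58Db*, *Oatp58Dc*, *Cyp12d1-d* and *GstD5*, with adjusted p from 0.0523 to 0.536. These genes were called by DESeq2 and by DESeq2 with shrunken fold changes. Some of them were also called by edgeR with DESeq2's size factors, with no filter on low counts, with the replicate number as a block, without *Luc* control RNAi replicate 1 or without *Luc* control RNAi replicate 2, and by limma on log2(FPKM + 1) or log2(FPKM + 0.1). Fits chosen after seeing the values also called some of them, namely edgeR with the ovary, midgut or muscle score, DESeq2 with the ovary score and limma voom with sample quality weights. The metallothionein and Oatp families, of which the paper describes members as higher, were enriched among the genes higher with DESeq2's calls and not with edgeR's, and the metallothionein family also without *Luc* control RNAi replicate 1, without *Luc* control RNAi replicate 2 and with the block.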

Other observations

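The tests of larval fat body, Malpighian tubule, ovary, midgut, marker and cuticle genes and of the total number of changed genes over the splits were written down in advance, and the tests of the other counts over the splits, of the first principal component, of the fits with tissue scores and of the genes beside *svp* were chosen only after the result was seen. The 6 libraries can be split into 3 and 3 in 10 ways, the real groups included. The real groups gave 9 changed genes in edgeR, and no other split gave as many. The other splits gave 0, with 16 to 3538 genes at an unadjusted p under 0.05. For the genes lower, the genes higher and those with a log2 fold change of at least 1.5, the number of splits with a result as large was 1, 1 and 1 of the 10, in each case the real groups. With DESeq2 it was 2 of the 10, since the split of *Luc* control RNAi replicate 1, *svp* RNAi replicate 1 and *svp* RNAi replicate 3 against the others gave 2539 genes against 146, and the remaining splits gave 0 to 8. Enriched families were as many in 1 of the 10 splits, that of the real groups, and lists past the threshold in 10 of the 10, with 4 to 10 lists against 4. With 10 splits no share can fall under 0.1.

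The split that gave the most genes with DESeq2 joins the 3 libraries with the highest midgut scores, which are also the 3 with the highest ovary scores and the lowest muscle scores. The first principal component, computed without the genes of the midgut, ovary and muscle lists, was related to the midgut score over the 6 libraries with Pearson's r 0.913 (exact permutation p = 0.0125, adjusted 0.0187), Spearman's rho 0.886 (exact permutation p = 0.0333, adjusted 0.0500), and r 0.904 without the 2 libraries farthest from the median score. RNA from midgut may account for part of the spread within the groups. For the muscle score the relation was Pearson's r -0.902 (exact permutation p = 0.00694, adjusted 0.0187), Spearman's rho -1 (exact permutation p = 0.00278, adjusted 0.00833), and r -0.967 without the 2 libraries farthest from the median score, and for the ovary score Pearson's r 0.774 (exact permutation p = 0.0806, adjusted 0.0806), Spearman's rho 0.771 (exact permutation p = 0.103, adjusted 0.103), and r 0.841 without the 2 libraries farthest from the median score. Muscle and midgut genes moved in opposite directions, which a lower share of fat body RNA alone would not give. However, each adult fat body gene had its lowest CPM in *Luc* control RNAi replicate 1, the library with the highest midgut score. *Lsd-1*, for example, had a CPM of 183 there and of 392 and 447 in the other controls. A lower share of fat body RNA as part of the source therefore stays open. The relations with the 3 scores were computed over 6 libraries, and as the 3 scores vary together, they do not separate midgut from ovary as a source.

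The transcript of *svp* was not measured as lower in the libraries labelled *svp* RNAi. Beside it, *CG3942* had a log2 fold change of 3.10, *CR44039* of 2.83 and *CG17738* of 1.76, none with an adjusted p under 0.05 in edgeR, although DESeq2 called *CR44039*, and the median of these 4 neighboring tested genes, *svp* included, was 2.296. Of 9255 runs of as many neighboring tested genes along the genome, 4 had a median as high (0.0432%). Of the 5 genes in this window, *svp* not included, that had more than 3 counts in any library, 4 were higher in each of the 3 libraries labelled *svp* RNAi than in any control, where chance gives 5% for this direction and 10% for no overlap. A rise in transcripts across the locus might mask a lower level of *svp* mRNA, but counts per gene cannot separate transcripts that overlap *svp* from its mRNA, so these cannot be told apart. Among the 146 genes that DESeq2 called, 10 pairs were adjacent on a chromosome, against a mean of 1.8015 and a maximum of 8 over 10000 permutations (permutation p = 1e-04, the smallest they can give).

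Fewer larval fat body cells in the abdomens of *svp* RNAi females may explain the lower larval serum and fat body proteins. *Lsp2*, which the paper's text and figures do not name as changed, was lower as well in the libraries labelled *svp* RNAi, with a log2 fold change of -4.16. The paper's supplementary tables of changed genes were not used here. *Lsp1γ* had too few counts for edgeR's filter with the 6 libraries (16, 40 and 10 in the controls and 10, 5 and 4 in the libraries labelled *svp* RNAi). It was lower but not called with DESeq2 (Lsp1gamma, log2 fold change -1.95, adjusted p = 0.568), and in the 4 fits that left out 1 library and tested it, the 6 genes of the list were lower. The list of 5 tested larval fat body genes, 4 of which the study picked on these samples, had a camera adjusted p of 6.2e-18 (fry 0.00448, estimated correlation 0.0452, or 0.0814 when adjusted over the gene families), with 1 gene called over all genes and 5 when adjusted over the list alone. This was tested on the same data and no count of cells was made, so a lower level per cell remains open.

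More RNA from Malpighian tubules might explain the higher *Oatp58Db* and *Oatp58Dc*. The list of 10 tubule genes passed the threshold with camera (median log2 fold change 0.93, adjusted p = 4.4e-04) but not with fry (adjusted p = 0.209) or an estimated correlation (adjusted p = 0.418). Of the list's genes, 0 were called over all genes and 3 when adjusted over the list alone. Without the 2 Oatp genes, which the study picked on these samples, the other 8 had a median of 0.62, past 0.05 with camera and not with fry or an estimated correlation. *Uro*, *Irk3* and *Oatp58Da* had log2 fold changes of 1.00, 1.64 and 1.47, while *Drip* and *Prestin* had -0.88 and -0.18. As the set tests disagree and the members go both ways, RNA from tubules and a change in fat body cells cannot be told apart.

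More RNA from ovary as the source of *phm* is argued against. The 25 ovary genes had a median log2 fold change of 0.43 (camera adjusted p = 0.147), which changed to 1.39 without *Luc* control RNAi replicate 1 (adjusted p = 0.00785), to 0.79 without *svp* RNAi replicate 2 (adjusted p = 1.1e-05, 24 of the genes higher) and to -0.47 without *svp* RNAi replicate 1. The list also passed the threshold with the replicate number as a block, so the list alone does not exclude more RNA from ovary in the libraries labelled *svp* RNAi. With the ovary score as a covariate, however, the log2 fold change of *phm* was 6.22 (adjusted p = 0.00432) against 6.22 without it. *svp* RNAi replicate 2 had the lowest ovary score (3.32) and a *phm* CPM of 101, whereas *Luc* control RNAi replicate 1 had a score of 5.56 and a *phm* CPM of 1.66. The score averages the list's genes, and not all of these were low in *svp* RNAi replicate 2. There *Cp36* had a CPM of 0.787 but *dec-1* of 265, against 132, 71.8 and 29.1 for *dec-1* in the controls. In *svp* RNAi replicate 3, however, *dec-1* had a CPM of 77.8 and *phm* of 137, so *dec-1* did not follow *phm*.

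Less RNA from midgut as the source of the lower *PGRP-SC2* and *Drsl4* is argued against by digestive protease genes, but not by lysozyme genes. The 17 midgut genes had a median log2 fold change of -1.05 (camera adjusted p = 0.890). This median rested on single libraries. It was 5.39 without *Luc* control RNAi replicate 1 and -4.75 without *svp* RNAi replicate 3 (camera adjusted p = 0.140 and 0.105). The CPM of *Jon99Cii* was 330 in *Luc* control RNAi replicate 1 and 0 in the other 2 controls, in which *PGRP-SC2* had a CPM of 818 and 666. With the midgut score as a covariate its log2 fold change was -4.15. The lysozyme genes *LysB*, *LysD* and *LysP* of the midgut list, which had counts in the 3 controls, were lower. Their log2 fold changes were -5.16, -6.01 and -2.08 (edgeR adjusted p = 0.531, 0.276 and 0.806), whereas that of *LysE* was 1.17. Judged by the lower lysozyme genes, less RNA from midgut stays open.

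Visible markers that differ between the RNAi stocks might explain the loss of *y* transcript. The log2 fold change of *w* was 0.41 (adjusted p = 1.00). The marker *v* had a log2 fold change of 0.051, and the 6 genes next to *y* had at most 15 counts in any library, so 0 of them could be tested. Other markers that do not differ exclude no allele of *y* itself, so a difference between the stocks and an effect of *svp* RNAi cannot be told apart.

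More cuticle synthesis in the abdomens of the controls might explain the lower *y*, *obst-j* and *CG11313*. The 21 cuticular protein genes tested had a median log2 fold change of -0.68, with 13 lower and 8 higher (camera adjusted p = 0.00722, fry adjusted p = 0.648), and the abundant *Cpr49Ab* had a log2 fold change of 0.09. The median was 0.02 without *Luc* control RNAi replicate 2 (camera adjusted p = 0.530) and -0.51 without *svp* RNAi replicate 1 (camera adjusted p = 0.202). As the tests disagree and members go both ways, more cuticle synthesis cannot be told apart from a change in fat body cells.

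The recognition list (median log2 fold change -4.25, camera adjusted p = 6.8e-14) and the melanization and clotting list (-4.79, camera adjusted p = 3.1e-30), which the study picked on these samples, also passed under fry and an estimated correlation, with 3 and 8 genes called when adjusted over each list alone and 1 and 1 over all genes. The xenobiotic genes had a median log2 fold change of 2.26 (adjusted p = 0.157), nuclear receptors of 0.04 (adjusted p = 0.628), JAK/STAT targets of -0.19 (adjusted p = 0.659), adult fat body genes of 0.37 (adjusted p = 0.0852) and oenocyte genes of 0.14 (adjusted p = 0.230). For muscle genes the median was -0.62 (adjusted p = 0.496), for hemocyte genes -0.12 (adjusted p = 0.923), for neuron genes -0.04 (adjusted p = 0.878), for heat shock genes -0.10 (adjusted p = 0.890) and for the visible markers 0.05 (adjusted p = 0.207). Several of these lists passed the threshold when 1 library was left out, namely the JAK/STAT targets without *Luc* control RNAi replicate 1 (adjusted p = 0.0296, median -0.23), adult fat body genes without *Luc* control RNAi replicate 3 (0.00146, median 0.68), oenocyte genes without *Luc* control RNAi replicate 2 (0.00732, median 0.35) and muscle genes without *Luc* control RNAi replicate 1 or 2 (0.00264, median -1.02, and 0.00459, median 0.30). Adult fat body genes also passed with camera on log2(FPKM + 1) (0.00268). The median of the oenocyte genes was -0.15 without *Luc* control RNAi replicate 1, where it changed sign, and that of the adult fat body genes was 0.12. Single libraries also decided the sign for the hemocyte genes. Their median ranged from -0.62 without *svp* RNAi replicate 2 to 0.44 without *Luc* control RNAi replicate 2, and missed the threshold in both. The antifungal peptide list holds *Drsl4* alone, with a log2 fold change of -2.31, and the list for the knockdown target holds *svp* alone. Of the genes of the ovary, midgut, muscle, hemocyte, neuron, oenocyte, adult fat body and heat shock lists, 0 were in another list and 0 were called over all genes, with 6 at an unadjusted p under 0.05. The 2 detoxification regulators are too few for a set test and had log2 fold changes of 0.34 and 0.24, and of the 9 male accessory gland genes 0 had enough counts for edgeR's filter.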
